# Behavioral and Transcriptomic Fingerprints of an Enriched Environment in Horses (*Equus caballus*)

**DOI:** 10.1371/journal.pone.0114384

**Published:** 2014-12-10

**Authors:** Léa Lansade, Mathilde Valenchon, Aline Foury, Claire Neveux, Steve W. Cole, Sophie Layé, Bruno Cardinaud, Frédéric Lévy, Marie-Pierre Moisan

## Abstract

The use of environmental enrichment (EE) has grown in popularity over decades, particularly because EE is known to promote cognitive functions and well-being. Nonetheless, little is known about how EE may affect personality and gene expression. To address this question in a domestic animal, 10-month-old horses were maintained in a controlled environment or EE for 12 weeks. The control horses (n = 9) lived in individual stalls on wood shaving bedding. They were turned out to individual paddocks three times a week and were fed three times a day with pellets or hay. EE-treated horses (n = 10) were housed in large individual stalls on straw bedding 7 hours per day and spent the remainder of the time together at pasture. They were fed three times a day with flavored pellets, hay, or fruits and were exposed daily to various objects, odors, and music. The EE modified three dimensions of personality: fearfulness, reactivity to humans, and sensory sensitivity. Some of these changes persisted >3 months after treatment. These changes are suggestive of a more positive perception of the environment and a higher level of curiosity in EE-treated horses, explaining partly why these horses showed better learning performance in a Go/No-Go task. Reduced expression of stress indicators indicated that the EE also improved well-being. Finally, whole-blood transcriptomic analysis showed that in addition to an effect on the cortisol level, the EE induced the expression of genes involved in cell growth and proliferation, while the control treatment activated genes related to apoptosis. Changes in both behavior and gene expression may constitute a psychobiological signature of the effects of enrichment and result in improved well-being. This study illustrates how the environment interacts with genetic information in shaping the individual at both the behavioral and molecular levels.

## Introduction

Environmental enrichment (EE) is classically defined as a combination of complex inanimate and social stimuli. It involves provision of various sensory stimuli, novel objects to explore, social contacts, and a possibility of voluntary exercise. The effects of EE have been widely studied and are diverse: a reduction in anxiety [1], learning and memory enhancement [2]–[4], protection from neurodegenerative damage [5], facilitation of human–animal interactions, and improvement in the well-being of captive animals [6]–[8].

In spite of the numerous reported effects, very few studies have been conducted to assess the impact of EE on personality. The concept of personality (or temperament) refers to a set of individual differences in behavioral tendencies, called traits or dimensions, that are relatively stable across various types of situations and throughout the lifespan of the animal [9]. Personality is also shaped throughout the lifespan under the influence of environmental factors. Not all events can change personality, but given the numerous effects of EE previously described in the literature, we suspected that EE could affect some personality dimensions. An effect on dimensions related to anxiety or stress response was expected here [1], [4], but we also suspected larger behavioral changes, particularly in dimensions such as sensory sensitivity, activity, or gregariousness. The advantage of the horse for tests of the impact of EE on personality is that this concept has been extensively studied in this species [10], and five main dimensions can be characterized using behavioral tests: fearfulness, gregariousness, sensory sensitivity, activity level, and reactivity to humans [11]–[14]. Knowledge of these effects should help to determine how the environment interacts with genetic information in shaping the development of personality. In addition, given the links existing between personality and cognition [15], [16], we hypothesized that EE could also influence learning abilities, particularly in a task requiring focused attention.

A growing body of literature in recent years has shown that social–environmental factors experienced during the lifespan appear to exert a strong influence on the most basic internal biological processes, e.g., the expression of genes [17]. For example, human social genomic studies have revealed that several types of social adversity (e.g., social isolation, imminent bereavement, and low socioeconomic status) are linked to an increase in the expression of proinflammatory genes and downregulation of genes related to an antiviral immune response in circulating leukocytes [18]. Other pathways have been implicated in animal social signal transduction such as early growth response (EGR) signaling [19]. Because these changes are long-lasting, they can be used as a biological signature of the effects of negative or positive environmental conditions and may help to predict behavioral problems or a disease risk.

From the standpoint of ethics, a better understanding of the impact of housing conditions on behavior and gene expression is relevant to all animals living in captivity, whether they are laboratory, zoo, or farm animals, or pets. Horses are particularly relevant to this issue because they are often housed in an individual stall, deprived of voluntary physical exercise, or social and sensory stimuli. This is especially the case for performance horses such as race horses, show jumping horses, or those kept on small acreages (e.g., in urban riding centers). These housing conditions compromise their well-being [20], and render the horses highly reactive and thus insecure in relation to humans [21]. Although the effects of EE have been studied in horses previously [20]–[26], only one enrichment item was taken into account at a time in these studies, precluding assessment of the impact of combined inanimate and social stimuli.

The aims of the current experiment were to determine if a program of EE, including various components such as physical activity, sensory stimuli, and social contacts, would durably change personality of horses, enhance their learning abilities, and improve their well-being. In addition, we hypothesized that the expression of stress-related genes would be sensitive to EE and these changes could constitute a genomic signature of well-being. These aims were achieved, and overall, this study allowed us to determine a clear behavioral and transcriptomic signature of EE in horses.

## Methods

### Ethics Statement

All animal care procedures were in accordance with the guidelines set by the European Communities Council Directive (86/609/EEC) and with French legislation on animal research. The experiment was conducted under a license from the French Ministry of Agriculture (No. 37–125). The procedure reported in this paper was approved by the ethics committee of Val de Loire, and the horses belonged to the experimental unit (UEPAO) of the INRA of Nouzilly (permit No. delivered by the local ethics committee “CEEA VdL, Comité d'Ethique pour l'Expérimentation Animale du Val de Loire”: E 37-175-2). A minimal number of animals per group was used for statistical testing of differences. The housing conditions of the control animals corresponded to the normal housing conditions of the horses living indoors. At the end of the experiment, all the animals were returned to their normal housing arrangements, at pasture. From the standpoint of ethics, this experiment provided scientific data to promote the use of EE in the horse industry as well as on experimental farms, for improvement of well-being of horses.

### Animals and experimental groups

We analyzed 19 prepubertal Welsh foals (age: 10±1 months; average height: 1.08 m). They were weaned at 7 months of age, and were reared together until the start of the experiment. The horses were then randomly allocated to either the EE-treated group (*n* = 10, four males and six females) or the control group (*n* = 9, six males and three females), randomized by personality (see File S1 for details).

### Treatments

The treatment began at the start of week 1 and lasted 12 weeks. The amount of time that humans were present and handled the horses was strictly equal controlled in the two groups (EE and control). Water was available *ad libitum*. Feed rations were calculated to provide an equal energy value to both groups.

#### Control treatment

Horses were continuously housed in individual stalls (1.6 m×3.5 m) on wood shaving bedding. Three times a week, they were led by an experimenter with a halter to an individual dirt paddock (15 m×30 m) for 1 h. They could see, smell, and hear the other horses, but no physical contact was possible between them. They received 1 kg of concentrated pellets twice a day (morning and evening) and 2 kg of hay midday in a hay net.

#### EE treatment

Each day, from 0900 h to 1600 h, the horses were housed randomly in large individual stalls (4 m×5 m) on straw bedding. The rest of the time, they lived together at pasture, with an adult mare. They were led to the pasture or to the stall without being haltered (the doors were simply freed). In the morning and evening, the horses were fed with a meal randomly composed of 500 g of oat bran, 80 g of carrots, 70 g of apples, 50 g of alfalfa horse treats, or 500 g of concentrated pellets, randomly flavored each time with different feed additives: garlic, fenugreek, cumin, banana, cherry, or oregano. These pellets were placed randomly in a feed bucket (but hidden under straw), were provided in a chest covered with a nose-removable lid, or were scattered on the ground in the straw. At midday, they received 2.1 kg of two types of hay distributed in equal shares of 700 g in three hay nets of various colors attached to three sites within the stall.

During the entire experiment, a soft plastic brush, a hard sisal brush, a green hard rug (made of plastic bits), and a coconut rug were placed along the wall, at a height that allowed the horses to scratch their head, shoulders, and croup (1 m above the ground). Each week, four new and unfamiliar objects (e.g., a balloon, tire) were introduced into the stalls and two such objects at pasture. These objects were either placed on the floor or hung up 1.3 m above the ground. Five days a week, classical or country music was alternately broadcasted in the stable for 1 h. Each week, a new plastic bottle containing a compress soaked with essential oil of cinnamon, thyme, lavender, orange, or cloves was hung up in each stall. Finally, three times a week, the horses were led individually with a halter to different unknown locations for a period of 20 min (alternatively into two different stalls or to a small paddock where unfamiliar objects were placed).

### Behavioral observations in the home stall

During the first 5 weeks of the experimentation (Figure 1), a horse's behavioral patterns (see File S1) were examined using scan-sampling from Monday to Friday, 90 min/d.

**Figure 1:**
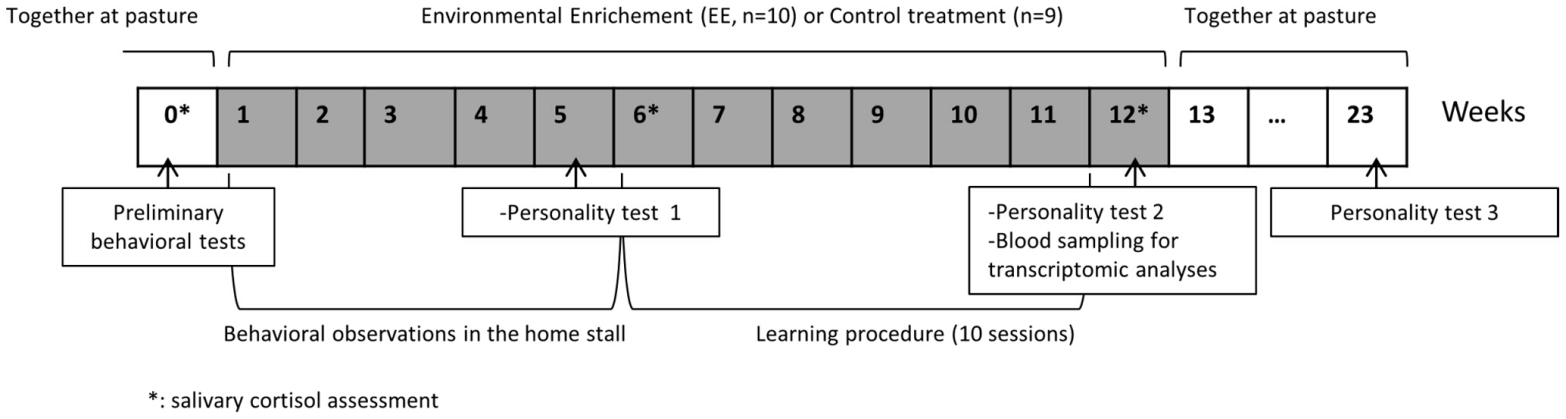
Schematic representation of the protocol. Each horse (10 months old) was subjected to either the environmental enrichment (EE; *n* = 10) or control treatment (*n* = 9) for 12 consecutive weeks.

### Personality tests

At the beginning of weeks 5, 12, and 23, each subject was led to an unfamiliar arena to be subjected to seven successive tests to assess five independent dimensions of personality: fearfulness, tactile sensitivity, gregariousness, the activity level, and reactivity to a human. At the beginning of week 5, an additional handling test was performed. The details are described in File S1.

### Learning

Ten learning sessions were conducted from the sixth to the eleventh week. The instrumental task consisted of a horse touching a traffic cone with its nose as instructed by an experimenter, in order to obtain a food reward. Two experimenters conducted the trials alternately. In the *shaping phase (A+, B+)* both experimenter A and B reinforced the animal's behavior with a food reward when it touched the suggested cone. In the *Go/No-go task (A+, B−)*, only one experimenter (A+), always the same, reinforced the animal's behavior, while the other (B−) never reinforced the behavior. The details are described in File S1.

### Cortisol measurements

Basal salivary cortisol concentrations were assessed at the beginning of week 0 (before treatment) and at the beginning of weeks 6 and 12. Each time, two samples were collected during a day without any testing procedure, except for the procedures related to the EE or control treatments: one morning sample was collected at 1000 h and one afternoon sample at 1530 h. The details are described in File S1.

### Sample collection for gene expression analysis

For transcriptomic analysis, 5 mL of venous blood was collected from 19 horses after 12 weeks of treatment, using vacuum tubes that contained a reagent that immediately stabilized intracellular RNA (PAXgene blood RNA system; PreAnalytiX GmbH, Hombrechtikon, Switzerland). The samples were maintained at room temperature for 8 h as required for stabilization of RNA and then at −20°C until RNA extraction.

### RNA extraction and microarray analysis

Total RNA was extracted using the PAXgene Blood RNA Kit (Qiagen, Courtaboeuf, France) according to the manufacturer's protocol. Quality of the total RNA was assessed and its concentration was measured using RNA Nano chips on a Bioanalyser 2100 (Agilent, Boeblingen, Germany). All the samples had an RNA Integrity Number (RIN) score of >8.0.

Cyanine-3 (Cy3)–labeled cRNA was prepared from 0.4 µg of RNA using the One-Color Microarray-Based Gene Expression Analysis Kit (Quick Amp Labeling, Agilent Technologies, Massy, France) according to the manufacturer's instructions, followed by RNeasy column purification (Qiagen, Courtaboeuf, France). Dye incorporation and the cRNA yield were verified using a NanoDrop 2000 spectrophotometer.

For each sample, 1.65 µg of cRNA was fragmented and hybridized overnight at 65°C onto the Horse-Genopole Microarray (custom Agilent 4×44K eArrays, AMADID 026033, Agilent Technologies, Massy, France) that included 43803 horse cDNA probes. The Horse-Genopole Microarray is the control Horse Gene Expression Microarray (AMAMID 021322, Agilent Technologies, Massy, France) enriched with 384 equine transcripts [27]. The slides were washed as recommended by the manufacturer and scanned on an Agilent G2565CA scanner, at 5-micron resolution in 20-bit scan mode (Agilent Technologies, Massy, France). The resulting images were processed using the Feature Extraction software (version 10.7). Raw data were deposited as Gene Expression Omnibus series GSE50623 on the website of the National Center for Biotechnology Information (NCBI).

### Statistical and bioinformatic analyses

#### Behavioral and physiological data

hapiro–Wilk tests of the collected data revealed a deviation from normality; thus, we used nonparametric statistics. Groups were compared using two-tailed Mann–Whitney tests. Intragroup comparison was conducted using Wilcoxon tests. The χ^2^ test was used to compare proportions between groups. All calculations were performed using the XLSTAT software (Addinsoft Software, Paris, France). The results are presented as a median and an interquartile range. The level of statistical significance was set to *P*<0.05.

#### Transcriptomic data

The data were normalized for interarray comparison and analyzed using the BRB-ArrayTools package (version 4.2.0, http://linus.nci.nih.gov/BRB-ArrayTools.html). As recommended by Agilent Technologies, we chose the percentile method for the normalization, and adjusted the 75^th^ percentile of all noncontrol probes to 500. We identified genes that were differentially expressed between the two groups using a random-variance *t* test (Class Comparison Between Groups of Arrays Package, BRB-ArrayTools). Gene expression differences were considered statistically significant if they were showing a≧20% difference in mean expression levels between samples from the EE and the control conditions, and if the resulting *P* value was <0.005.

Details of the bioinformatic analyses using TELiS, oPOSSUM, and Ingenuity Pathway Analysis are provided in File S1.

## Results

### Behavioral observations in the home stall

During the first week, EE-treated horses vocalized less frequently than did control horses (U = 22, *P* = 0.04). Each week, EE-treated horses exhibited alert postures and aberrant behavior less often and lied down more often than did horses maintained under control conditions (Figures 2A, B, and C). From the third to the fifth week, EE-treated horses displayed ears pointed backward less often than did the control horses (Figure 2D). During the first and the fifth week, all the horses finished their meals, in both groups. At the beginning of week 12, all EE-treated horses finished their meal, whereas four of the nine control horses did not (χ^2^ = 5.63; *P* = 0.018).

**Figure 2:**
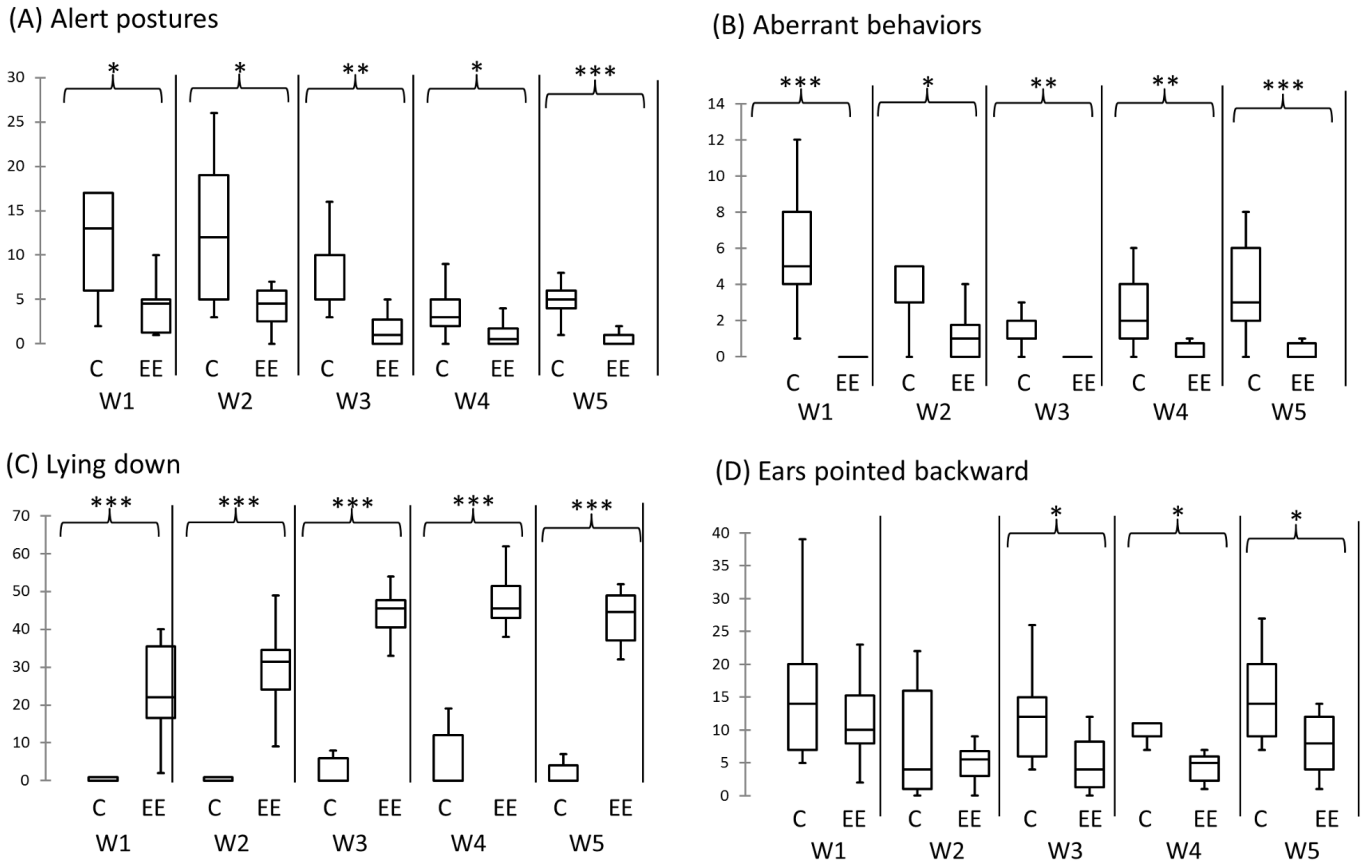
Behavioral effects observed in the home stall. Comparison between groups regarding the number of times the horses were observed in alert postures (A), with aberrant behavior (B), lying down, (C), and with the ears pointed backward (D) during scan sampling each week. C: Control horses, EE: environmentally enriched horses, W1–W5: weeks from the first to the fifth. *P<0.05, **P<0.01, and ***P<0.001 (Mann–Whitney test).

### Personality tests

The medians (interquartile) of the variables of personality assessed at the beginning of weeks 5, 12 and 23, and the *P* values are shown in Table 1. At week 5 (mid-treatment), EE-treated horses were significantly less fearful: they glanced at a novel object significantly less often than did the control horses and ate significantly more rapidly during the suddenness test. They also had lower tactile sensitivity judging by a significantly weaker reaction to stifle-haunch axis stimulation. They were significantly more often in contact with a passive human and were fitted with a halter significantly more rapidly. In the additional handling tests, they expressed fewer defensive reactions. At week 12 (immediately after the end of treatment), the EE-treated horses were still less fearful than control horses: the former were significantly more often in contact with a novel object, glanced at it significantly less often, and ate significantly more rapidly during the novel area test. They had a significantly lower rate of response to von Frey filaments, and a significantly weaker reaction to stifle-haunch axis stimulation. They were significantly more often in contact with a passive human and were fitted with a halter significantly more rapidly. At week 23 (3 months after the end of treatment), the EE-treated horses were again less fearful and less reactive to tactile stimuli than were the control horses: the EE-treated horses were significantly more often in contact with a novel object, glanced at it significantly less often, ate significantly more rapidly during the novel arena test, and had a significantly weaker reaction to stifle-haunch axis stimulation. Whatever the period of testing, the two groups never differed in terms of gregariousness or locomotor activity.

**Table 1:** Medians (interquartile) of the variables of personality as a function of treatment and test session (5, 12, or 23 weeks after the initiation of treatment).

Dimension and Variable measured	Week 5	Week 12	Week 23
**Fearfulness**			
Number of contacts with novel object	NS	M_EE_ = 8.5 (7.25–11.75) M_C_ = 4 (0–6) U = 18, *P* = 0.02	M_EE_ = 11.5 (8.25–16.5) M_C_ = 3 (0–9) U = 22.5, *P* = 0.05
Number of glances at novel object	M_EE_ = 2 (1.25–3.75) M_C_ = 9 (6–10) U = 12.5, *P* = 0.007	M_EE_ = 4 (2.25–4.75) M_C_ = 10 (8–13) U = 5, *P* = 0.001	M_EE_ = 1 (0.25–2.75) M_C_ = 8 (7–9) U = 4.5, *P* = 0.009
Latency to eat during novel area test (s)	NS	M_EE_ = 14.5 (11–19.5) M_C_ = 180 (180–180) U = 7.5, *P* = 0.001	M_EE_ = 23.5 (19.25–75.75) M_C_ = 180 (39–180) U = 16, *P* = 0.01
Latency to eat during suddenness test (s)	M_EE_ = 45 (33–160.25) M_C_ = 180 (140–180) U = 21.5, *P* = 0.04	NS	NS
**Gregariousness**			
Number of vocalizations during social isolation test	NS	NS	NS
**Locomotor activity**			
Number of sectors crossed	NS	NS	NS
**Tactile sensitivity**			
Response to von Frey filaments	NS	M_EE_ = 1 (1–1.5) M_C_ = 2.5 (2–3) U = 14, *P* = 0.01	NS
Reaction to stifle-haunch axis stimulation	M_EE_ = 2.18 (1.49–2.82) M_C_ = 5.5 (4–7.42) U = 16, *P* = 0.01	M_EE_ = 2.02 (1.56–2.87) M_C_ = 5.25 (3.75–5.74) U = 9, *P* = 0.003	M_EE_ = 1.37 (1.15–1.69) M_C_ = 2.67 (2.5–3.67) U = 12, *P* = 0.006
**Reactivity to humans**			
Number of contacts with passive human	M_EE_ = 10.5 (9.25–14.75) M_C_ = 2 (0–9) U = 14, *P* = 0.01	M_EE_ = 10 (8–12.75) M_C_ = 4 (0–4) U = 19.5, *P* = 0.03	NS
Latency to put on halter (s)	M_EE_ = 8 (8–8) M_C_ = 23 (13–37) U = 10, *P* = 0.001	M_EE_ = 8 (8–8) M_C_ = 12 (8–14) U = 15, *P* = 0.003	NS
Number of defensive reactions	M_EE_ = 0 (0–0) M_C_ = 4 (2–4) U = 1, *P* <0.0001	Not tested	Not tested

EE: EE-treated horses.

C: control horses.

U: Mann–Whitney U value.

NS: not significant.

### Learning tests

All the horses reached the shaping phase criterion in both groups (six successful trials on seven consecutive trials with each experimenter: A+ and B+; the plus means food reinforcement, minus means no reinforcement). As expected, the percentages of success did not differ significantly between the two experimenters (A+ and B+) in the two groups. During the Go/no-Go task, all the horses reached the criterion, but the EE-treated horses exhibited a higher percentage of success with experimenter A+ than with experimenter B−, who did not give food reinforcement. The median (interquartile) of the percentage of success with A+ was 88 (49–95) and with B− 65 (50–80) (Z = 2.12, *P* = 0.028), whereas no significant difference was found in the control horses. These results mean that in the Go/no-Go task, only the EE-treated horses behaved differently if we compared the experimenter who gave food reinforcement with the experimenter who did not give such reinforcement. In contrast, the control horses did not adapt their behavior during the Go/no-Go task.

### Salivary cortisol

Salivary cortisol concentrations were measured before treatment (week 0), in the middle of the treatment (after 6 weeks) and at the end of the treatment (after 12 weeks) in both groups (Figure 3). Intragroup comparison between week 0 and subsequent weeks showed significantly lower morning concentrations at the beginning of week 6 than at the beginning of week 0 in the control group (Z = −2.52, *P* = 0.011). Intergroup comparison indicated a significantly lower morning concentration in the control group than in the EE-treated group at the start of week 6 (U = 85, *P* = 0.001).

**Figure 3:**
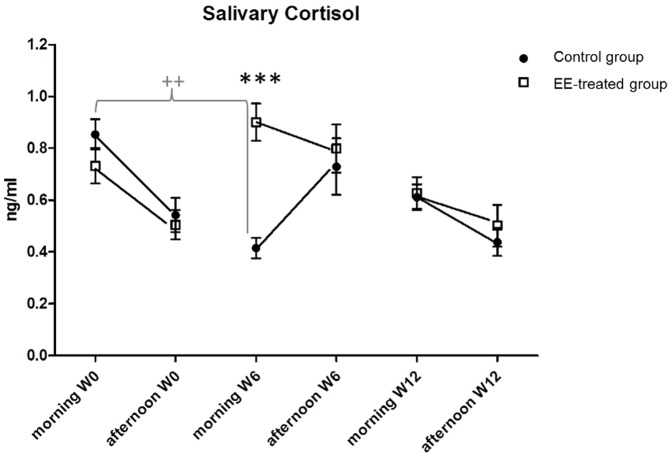
Salivary cortisol concentrations in the environmentally enriched and control groups. Salivary samples were collected 0, 6, and 12 weeks after the beginning of the treatment, in the morning (1000 h) or in the afternoon (1530 h). ***intergroup comparison, Mann–Whitney test, P≤0.001; ^++^intragroup comparison, Wilcoxon tests, P≤0.01.

### The biological signature based on transcriptomic analysis

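Blood RNA of 19 horses, 9 control horses (6 males and 3 females) and 10 EE-treated horses (4 males and 6 females), was hybridised after 12 weeks of treatment, with 1 array per horse and a single dye. An array of this kind carries short DNA probes, and the brightness of a spot rises with the amount of the matching transcript. The authors deposited the scanner output of each array, in which the intensity of each spot is already corrected for background by the Feature Extraction software, and a table of normalized log2 values. Each array held 43803 non-control spots, which carried 43384 different probes. Between 26829 and 30502 spots per array were well above background, with a median of 65.4% of the spots in the control group and 64.5% in the EE-treated group, and 0 spots were saturated. For the values given here, each array was scaled so that the 75th percentile of its non-control spots was 500, as in the methods of the paper, the log2 of the signal was taken, spots marked as outliers by the software were left out (2 to 56 per array), and spots of the same probe were averaged. The groups were compared with limma, which estimates the variance of each probe with the help of all the others, and without covariates. Before scaling, the 75th percentile was 588 ± 102 (SD, n = 9) in the control group and 524 ± 134 (SD, n = 10) in the EE-treated group. The 5 slides each held horses of both groups, but the control horses lay at positions 2 and 4 of a slide and the EE-treated horses at positions 1 and 3, except for EE-treated horse 475 at position 2. The number of arrays limits the precision of every value. The files name most probes by transcript accessions, and 2513 probes could be paired with a gene symbol, 1781 of them through a RefSeq accession and the others through Tables S1 and S2 or a transcript name shared with a probe of these tables.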

The expression of 43803 transcripts in blood cells from each animal of the two groups was assessed using gene expression microarrays. Using a stringent *P* value (<0.001), corresponding to a false discovery rate <5%, we identified 115 differentially expressed genes: 54 upregulated in the standard group and 61 upregulated in the EE-treated group. 

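At an unadjusted p under 0.001 in limma and a difference of at least 20%, 194 of the 43384 probes differed between the groups, 114 with a higher signal in the EE-treated group and 80 with a higher signal in the control group. After Benjamini-Hochberg adjustment, limma left 0 probes at an adjusted p under 0.05, and the smallest adjusted p was 0.0922. An unadjusted p under 0.05 was reached by 5068 probes. The random-variance test that the methods name called 200 probes at the same threshold, and also 0 after adjustment. The adjusted p at the limit of 0.001 was 0.22. With each horse left out in turn, the count lay between 106 (without control horse 645) and 287 (without control horse 471), and it was 121 without control horse 477.
Among the probes with the smallest p in Table S1, SERPINI1 had a normalized log2 signal of 8.15 ± 0.45 (SD, n = 9) in control horses and 7.11 ± 0.27 (SD, n = 10) in EE-treated horses. The difference, EE minus control, was -1.04 on the log2 scale (standard error 0.17, adjusted p = 0.0922 in limma), and it stayed between -1.13 and -0.96 when each horse was left out in turn. For TESC, the signal was 11.06 ± 0.28 (SD, n = 9) in control horses and 11.71 ± 0.17 (SD, n = 10) in EE-treated horses, a difference of 0.65 (standard error 0.11, adjusted p = 0.117 in limma). SFPQ and HEATR6 were lower in EE-treated horses, by log2 differences of -0.35 and -0.34, and ASMT and GATSL3 were higher, by 0.46 and 0.49. The adjusted p of these 4 probes lay between 0.125 and 0.171 in limma. In each of these 6 probes, all 10 EE-treated horses lay on the same side of the control mean.

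**Figure D1:**
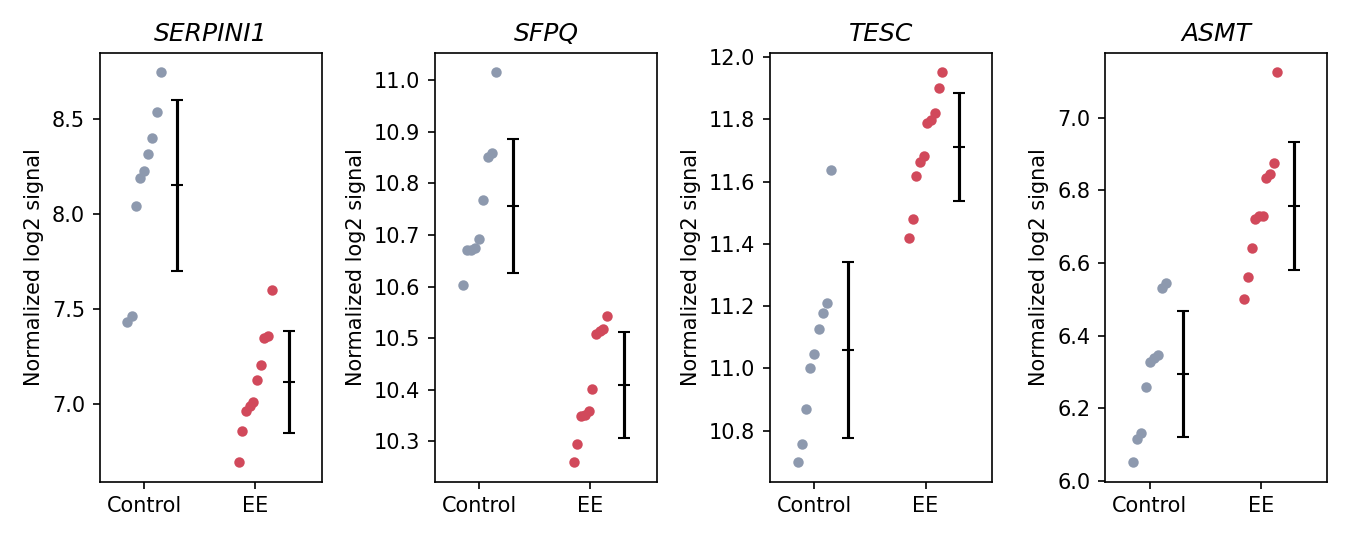
Normalized log2 signal of 4 genes of Table S1 in each horse, with the points of a group sorted by value and the mean and SD beside them. The axes do not start at 0. SERPINI1 and SFPQ have higher group means in control horses, and TESC and ASMT in EE-treated horses.

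The other named probes with the smallest p were CCNJL, FCER2 (probe A_69_P001553), ZNF771 and CRIP3, with log2 differences from 0.60 to 1.15, and ATP6V0A4, HAVCR1, VLDLR and CTNNAL1, with log2 differences from -1.10 to -0.73. CCNJL was well above background on 8 of the 9 control arrays and CRIP3 on 6, while ATP6V0A4 was well above background on 6 and HAVCR1 on 9 of the 10 EE arrays. For ZNF771, EE-treated horse 649 lay at 5.96, below the 6.38 to 6.56 of the other EE-treated horses. Normexp background correction of the median signal was an alternative chosen after seeing the data. It adds an offset of 50 to every signal, which by itself shrinks log2 differences at low signals. The log2 differences of ATP6V0A4, HAVCR1 and VLDLR shrank to -0.076, -0.064 and -0.21 with it. Their unadjusted p was 0.495, 0.53 and 0.0833 in limma. Because of the offset, this shrinkage does not show that the differences depend on background. The log2 differences of CCNJL, CRIP3, CTNNAL1, ZNF771 and FCER2 were then 0.32, 0.38, -0.36, 0.41 and 0.95. Their unadjusted p was 0.0045 or less in limma.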

At *P*<0.005, the number of differentially expressed genes rose to 400: 155 upregulated genes in the Standard group and 245 upregulated genes in the EE-treated group. 

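With an unadjusted p under 0.005 in limma and a difference of at least 20%, 789 probes passed, 510 with a higher signal in EE-treated horses and 279 with a higher signal in control horses. Among the probes with the largest fold changes in Table S2, USP18 had a normalized log2 signal of 6.84 ± 1.18 (SD, n = 9) in control horses and 5.30 ± 0.53 (SD, n = 10) in EE-treated horses, a difference of -1.55 (standard error 0.39, adjusted p = 0.205 in limma). IRF7 and SPATS2L were also lower in EE-treated horses, by -1.40 and -1.29 on the log2 scale. In both, 9 of the 10 EE-treated horses lay below the control mean, and the adjusted p was 0.243 and 0.239 in limma. For USP18, control horses 470, 476 and 645 lay at 8.72, 8.60 and 7.68, and the other control horses at 5.83 to 6.54. The same horses had the highest control signals for IRF7 and SPATS2L, so these genes are not separate evidence of a group difference. With sex in the fit, the unadjusted p of IRF7 in limma was 0.0058. With the normexp alternative, the log2 difference of USP18 was -0.83. BMP2 was higher in EE-treated horses, at 8.18 ± 0.55 (SD, n = 10) against 7.32 ± 0.51 (SD, n = 9) in control horses, and the FCER2 probe of Table S2 (A_69_P001551) had a log2 difference of 0.94 (standard error 0.24, adjusted p = 0.216 in limma). Without control horse 477, 501 probes passed. From these lists, coupled with the TELiS, oPOSSUM and Ingenuity analyses, which were not used here, the paper concludes that EE and control conditions had divergent effects on gene expression in blood cells.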

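The 115 probes of Table S1 and the 400 probes of Table S2 were found on the arrays by their identifiers. The tables head their last column as the fold change of enriched over control. On the arrays, none of the 400 probes of Table S2 (0 of 400) had the direction that this heading gives. The 245 probes listed with a fold under 1 had a higher mean signal in EE-treated horses, and the 155 listed with a fold over 1 a higher mean signal in control horses. The same held for the 61 and 54 probes of Table S1. The listed folds lay close to the ratio of control over EE, with a median absolute difference of 0.0044 on the log2 scale in Table S2, and the largest difference was 0.46. Of the probes of Table S1, 82 had an unadjusted p under 0.001 in limma, and of those of Table S2, 343 had one under 0.005. PEA15, which was singled out after its values were seen, is listed in both tables and had a log2 difference of only -0.0056, with an unadjusted p of 0.985 in limma. Control horse 476 lay at 7.20 on this probe and the other control horses at 9.63 to 10.29, and without this horse the log2 difference was -0.32.

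**Figure D2:**
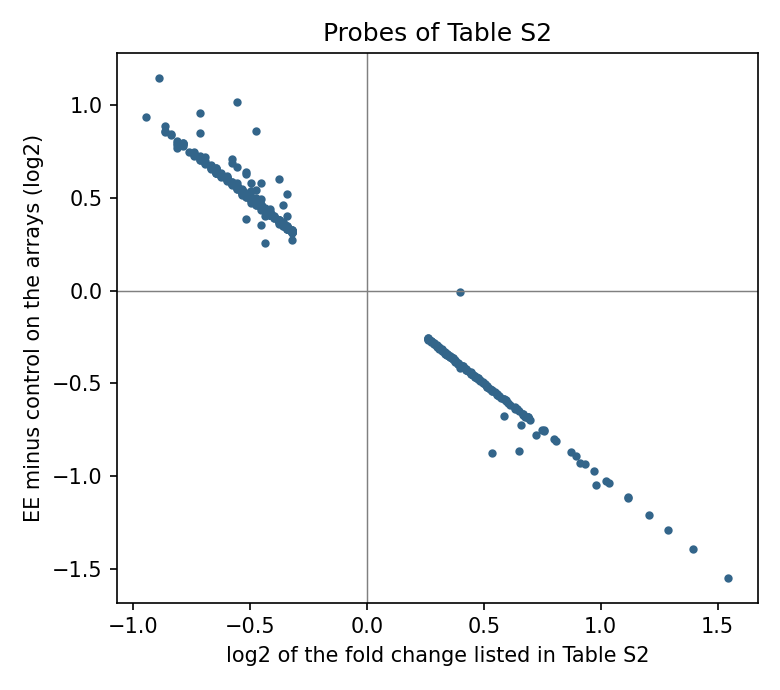
Each point is one of the 400 probes of Table S2. The horizontal axis gives the log2 of the fold change listed in the table, and the vertical axis gives the log2 difference, EE minus control, on the arrays. The points run from the upper left to the lower right, with 245 probes above 0 and 155 below 0 on the vertical axis.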

The lists of differentially expressed genes are provided in Tables S1 and S2.

To examine the upstream signaling pathways that give rise to the transcriptional differences between the two groups, we first used TELiS bioinformatic analysis [28] on the 115 differentially expressed genes associated with *P*<0.001. This program highlights transcription factor-binding motifs that are over- or under-represented in a set of genes (e.g., genes encoding transcripts either upregulated or downregulated under specific conditions). Figure 4 shows a summary of the results obtained using the human JASPAR and TRANSFAC databases and the transcriptional shift analysis of TELiS. There is clear overrepresentation of GATA and CREB/ATF transcription factors in promoters of the genes upregulated in the control group and overrepresentation of the NF-κB family (c-REL, NFKB) and AP1 and MZF transcription factor motifs in the promoters of genes upregulated in the EE-treated animals. To extend this analysis, we used another bioinformatic software package, oPOSSUM [29], which analyzes the data in a different way (see File S1 for details). The binding motifs of the NF-κB family of transcription factors were found to be over-represented in the genes encoding transcripts that are upregulated in the EE-treated group (as in the TELiS analysis) along with other transcription factors such as Myc/Myf, Egr-1, INSM1, PLAG1, and Zfx. As for the control group, IRF1-binding sites were found to be over-represented, but CREB/ATF and GATA transcription factors were not detected at a significant level. Factors such as ARID3A, NKX3, and FoxD3, were activated more in the control group.

**Figure 4:**
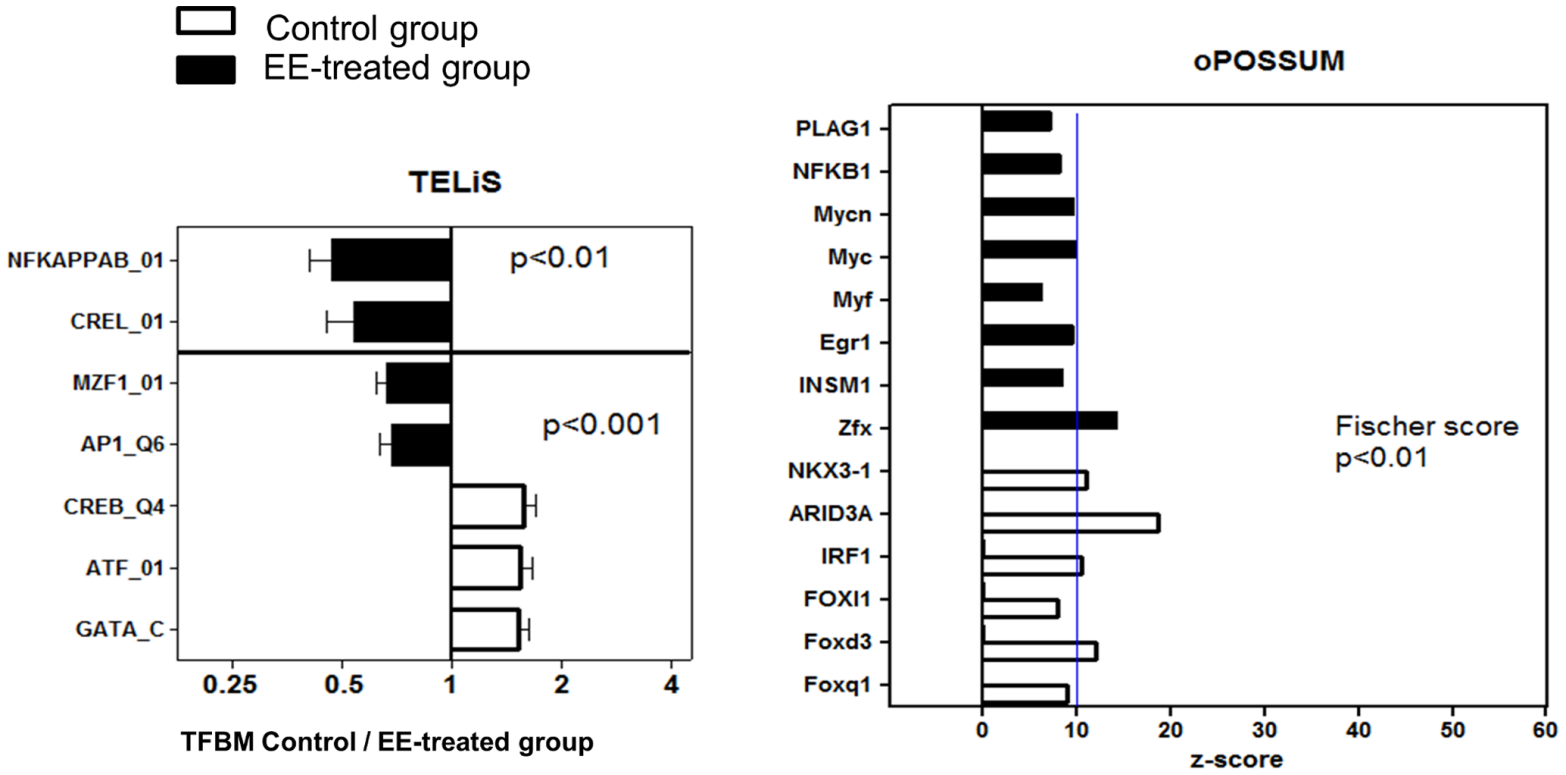
TELiS and oPOSSUM analyses of the genes differentially expressed between the environmentally enriched (EE) and the control groups. In TELiS analyses, the ratio of transcription factor-binding motif (TFBM) representation (control to EE horses) is shown. In the oPOSSUM analysis, significant over-represented transcription factors in either control or EE animals is shown using the resulting z-score. Differences in transcription factors with a z-score >10 and a Fisher score <0.01 are highly significant.

To gain insight into the function of the differentially expressed genes, we used the Ingenuity Pathway Analysis (IPA) software. In order to build significant networks, we used the set of 400 differentially expressed genes at *P*<0.005. The top score networks, biological functions, and canonical pathways calculated by the IPA software are presented in Tables S3 and S4. 

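Among the TGF-β genes listed in Table S2 besides BMP2, SMAD6 had a normalized log2 signal of 3.80 ± 0.17 (SD, n = 10) in EE-treated horses and 3.26 ± 0.35 (SD, n = 9) in control horses, a difference of 0.54 (standard error 0.13, adjusted p = 0.204 in limma). SMAD9, ACVR1B, TGFB1 and MAPK3 were higher in EE-treated horses by 0.40, 0.40, 0.36 and 0.33 on the log2 scale, with an adjusted p from 0.216 to 0.257 in limma. For MAPK3, control horse 476 lay at 6.85, above the 6.28 to 6.52 of the other control horses. All 10 EE-treated horses lay above the control mean for SMAD6, SMAD9, TGFB1 and MAPK3, and 9 did for ACVR1B. The unadjusted p of TGFB1 (probe Oligo-344) in limma was 0.0045, and 0.0070 with sex in the fit. Other probes of TGFB1 are in the TGF-β list named through RefSeq accessions. Of the 25 probes of that list, 1 had an unadjusted p under 0.05 in limma. The smallest adjusted p over that list alone was 0.61 in limma, so the other TGFB1 probes did not show this difference as clearly. With the normexp alternative, SMAD6, SMAD9 and ACVR1B differed by 0.26, 0.20 and 0.27, with an unadjusted p from 0.0156 to 0.0667 in limma. Their signals are low, and the offset of this alternative by itself shrinks log2 differences at low signals. TGFB1 and MAPK3 then differed by 0.33 and 0.28, with an unadjusted p of 0.00645 and 0.00100 in limma. These genes were picked by the authors from the same arrays, so their direction is no independent evidence.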

Figures 5a and 5b show an illustration of the top network in each group. The genes upregulated in the EE-treated group were predominately associated with cellular development (growth, proliferation, and differentiation: 81 molecules; Table S1), whereas the genes upregulated in the control group were associated with cell death (cell cycle: 43 molecules, mismatch repair: 35 molecules; Table S2).

**Figure 5:**
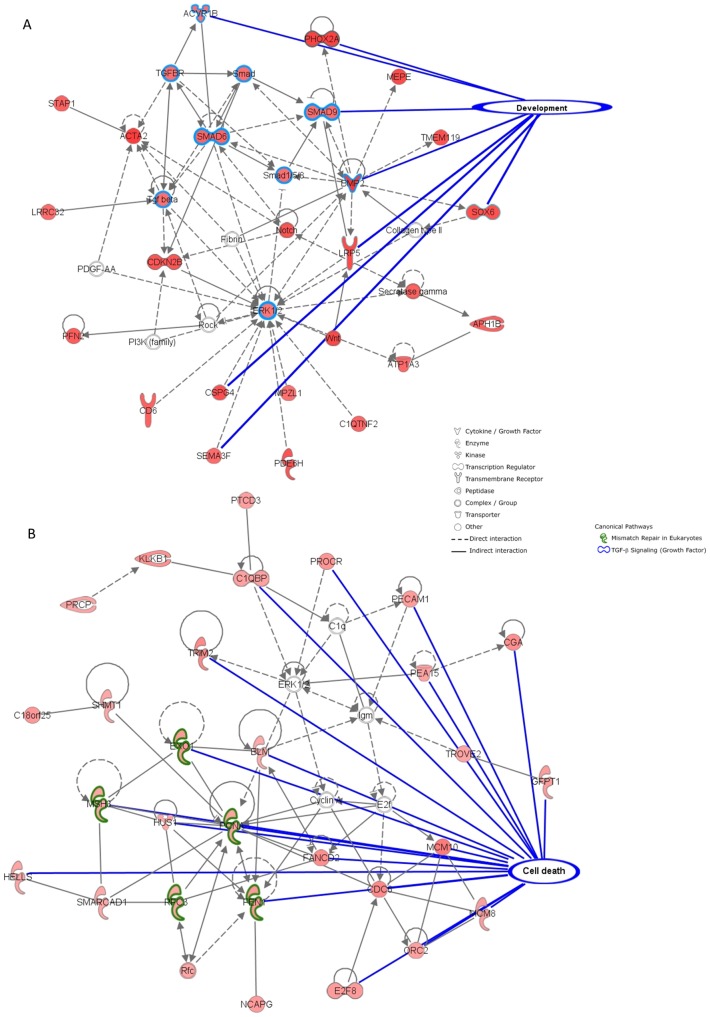
Illustration of the top gene network upregulated in the environmentally enriched (A) and control (B) groups. These data were generated by the Ingenuity Pathway Analysis (IPA) software using the 400 genes differentially expressed at *P*<0.005. The genes marked with a red symbol are from the list of differentially expressed genes, whereas the genes marked with a white symbol are intermediary genes of the network added by the software.

## Discussion

This experiment revealed noticeable differences between the EE-treated group and the control group at the behavioral level, with an impact on well-being, personality, and learning as well as on the gene expression profile of blood cells. One can see a distinct pattern of effects (or a “fingerprint”) of EE on the individual.

### The behavioral fingerprint of the Enriched Environment

EE had strong effects on well-being, confirming the findings in other species [6], [7]. From the first days, EE-treated horses vocalize and exhibit alert postures and aberrant behavioral patterns less often. They are found lying down more often. From the third week, EE-treated horses displayed ears pointed backwards less often. Furthermore, eating problems were present in four out of the nine control horses, but there were none in the EE-treated group. All these indicators point to a lower level of perceived stress and better well-being in EE-treated horses [22], [30], [31]. Each type of the enrichment involved in this experiment could by itself improve well-being. For instance, more lying down among the EE-treated animals may be due to the larger size of their stall, to the straw bedding, or to the appeasing effect of the music [25], [32], [33]. The lower frequency of aberrant behavioral patterns may be due to the access to pasture with conspecific animals or to the feeding distribution and composition [22], [24], [34]. Nevertheless, according to the studies that have compared the effect of one type of enrichment at a time versus a combination of several of types of enrichment, it is highly probable that it is the combination of all these types of enrichment that lead to the numerous beneficial effects [1], [35].

EE also clearly and durably modifies the personality of horses, particularly the dimensions of fearfulness, tactile sensitivity, and reactivity to humans. In particular, EE-treated horses are less frightened by suddenness and novelty (objects or a novel area), in line with another study, which reported a decrease in anxiety after EE [1]. Nonetheless, EE also attenuates avoidance reactions toward tactile stimuli, human presence, and handling. Thus, these changes reflect broader effects than the classic effects on anxiety. Taken together, these observations seem to demonstrate a more positive perception of the environment, whether it concerns potentially frightening stimuli (novel or sudden) or nonfrightening ones (harmless tactile stimuli) or the human presence. In contrast, control horses perceive their environment as more threatening and attempt to avoid these stimuli. The finding that EE induces more positive affective states is in line with experiments on EE involving a sophisticated cognitive bias paradigm [36]–[39]. In addition, EE-treated horses appear to be more prone to interaction with a novel object and with passive humans, suggesting that these horses have a higher level of curiosity. Surprisingly, when the two groups of horses return to the same pasture, the effects on fearfulness and sensitivity persist for at least 3 months after the end of the treatment. Although personality is reported to be stable when horses are continuously housed in the same environment [11]–[14], we show here that a drastic change of environment, such as EE at a young age, can modify personality for an extended period of time. This experiment contributes to a better understanding of the influence of the environment on the development of personality.

Finally, with respect to learning abilities, EE-treated horses show better performance in the Go/No-Go task. The finding that the two groups differ only in learning the Go/No-Go task but not in the shaping phase suggests that this difference is not due to a higher motivation to obtain a reward but rather to a better ability of the EE-treated horses to solve a complex cognitive task that requires more focused attention [40]. This better ability could be related to the change of their personality. Indeed, a relationship between a low level of fearfulness and high performance in instrumental learning has been described [16], [41] and is explained by the better focus of attention on the task. EE-treated horses thus appear to be more attentive and more prone to detect the cues given by humans in the Go/No-Go task; these effects can explain the better performance.

### The biological fingerprint of the Enriched Environment

EE appears to influence the cortisol level temporarily. At the start of week 6, control horses exhibit lower morning cortisol concentration than do enriched horses. A reduced cortisol level has already been reported in horses living in conditions similar to our control treatment (i.e., isolated in an individual stall without any additional sensory stimulation), in particular, in horses that display behavioral despair [30], [42]. In other social mammals, chronic isolation leads to either elevated, lower, or unchanged basal levels of glucocorticoids depending on age, duration of isolation, and the species [43]. Similarly, in the literature, there is no consensus on the effects of EE on corticosterone/cortisol level, and all the possible outcomes have been reported: an increase, decrease, or no change [1], [4]. We not only observed a decrease in the morning level of cortisol but also an increase in afternoon concentration, although the difference is not statistically significant. This result points to inversion of the circadian rhythm of cortisol in control horses at the beginning of week 6, which is very interesting in regards to the importance of the circadian rhythm of cortisol secretion for preparing and maintaining the brain and body in an optimal state [44]. Nevertheless, this effect on cortisol concentration was only temporary because it disappeared at the beginning of week 12. This phenomenon may be explained by the fact that between weeks 6 and 12, the horses were exposed to behavioral tests that constitute a kind of enrichment for the horses in control conditions; thus, this intervention restored the cortisol secretion.

The second result concerns the transcriptomic fingerprint of EE. The availability of a horse-specific microarray and of the horse genome sequence has opened up the opportunities for further research into the biological impact of EE on horses. By coupling gene expression data with several bioinformatic analyses, we can show that EE and control conditions have divergent effects on gene expression in blood cells. According to the TELiS analyses, there is pronounced activation of CREB/ATF and GATA families of transcription factors in the control group. In the EE-treated horses, there was a tendency for upregulation of target gens of NF-κB (NF-κB and REL factors), MZF, and AP1. Overrepresentation of the CREB transcription factors in chronically isolated versus socially integrated people has been observed previously [45]. In another study, β-adrenergic activation of the GATA1 transcription factor was found in mice subjected to a social threat; a similar finding was reported for human depressive subjects (compared to control) [46]. Because CREB/ATF transcription factors convey adrenergic signals to the transcriptome in blood cells, it is possible that the activation of CREB/ATF and GATA transcription factors in the control group of horses might reflect the poor social interactions associated with the low learning performance and high levels of fearfulness in these horses. According to the oPOSSUM analysis, overrepresentation of transcription factors other than CREB/ATF and GATA was detected in the control horses; only the NF-κB-related findings were common between the two types of analysis. In human social genomic studies, IRF-1 is usually found to be downregulated in isolated/stressed individuals, and this phenomenon is thought to reflect an adaptive reaction to the low risk of dissemination of a viral infection in isolated individuals [47]. Here, this hypothesis is not supported by our data because control animals are isolated most of the time but display activation of IRF-1. Rather, activation of IRF-1 in the control group supports the notion that interferon induces a loss of appetite and sickness-like behavior because 4 out of 9 animals in the control group lost their appetite at the end of the experiment. A vet evaluated the animals with eating problems for infectious disease using standard clinical metrics (mostly core body temperature) and found no evidence of an active infection that might explain the observed transcriptomic alterations in immune cells. The oPOSSUM analysis showed overrepresentation of such factors as ARID3, NKX3-1, Foxq1, and FoxD3 (in addition to IRF-1) which are all involved in cell cycle regulation. 

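The mismatch repair genes listed in Table S2 had lower signals in EE-treated horses than in control horses. PCNA had a normalized log2 signal of 11.35 ± 0.20 (SD, n = 9) in control horses and 10.93 ± 0.27 (SD, n = 10) in EE-treated horses, a difference of -0.41 (standard error 0.12, adjusted p = 0.243 in limma). FEN1 and EXO1 differed by -0.56 each, MSH3 by -0.35 and RFC3 by -0.34 on the log2 scale, with an adjusted p from 0.243 to 0.269 in limma. All 9 control horses lay above the EE mean for each of the 5 genes. All 10 EE-treated horses lay below the control mean for PCNA and MSH3, and 9 did for EXO1, RFC3 and FEN1. In each of these last genes the exception was horse 643. For EXO1, EE-treated horse 643 lay at 5.46, above the 3.97 to 4.74 of the other EE-treated horses. The unadjusted p of RFC3 in limma was 0.0053, and that of the other 4 genes lay between 0.0021 and 0.0033. With slide as a block, that of EXO1 was 0.0073 and that of FEN1 0.0052. With the normexp alternative, whose offset by itself shrinks differences at low signals, the difference of EXO1 shrank to -0.058. The difference of MSH3 shrank to -0.20, with an unadjusted p of 0.604 for EXO1 and 0.0378 for MSH3 in limma. That of FEN1 was then -0.32 (unadjusted p = 0.00733 in limma), while PCNA and RFC3 differed by -0.43 and -0.36, with an unadjusted p of 0.000355 and 0.000765 in limma. These genes, too, were chosen by the authors from the same arrays.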

Finally, IPA revealed that in the control group, a network of genes is upregulated that is involved in mismatch repair and cell death-related processes.

Regarding the animals exposed to EE, both the TELiS and oPOSSUM analyses show activation of the NF-κB family of transcription factors. The upregulation of the genes controlled by these transcription factors may be linked to greater amounts of physical exercise performed by the EE-treated horses or may reflect more frequent exposure to bacteria because these horses spend more time outdoors than do the control animals. Nonetheless, proinflammatory genes are not activated noticeably in these animals. 

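Of a list of 20 proinflammatory genes written before the data were examined, 6 could be named on the arrays through a RefSeq accession, so that the list was covered only in part and its test is limited to these genes. They were CXCL8, FOS, IL1A, IL6, PTGS2 and TNF. Their median log2 difference, EE minus control, was 0.18, with 4 of the 6 genes higher in EE-treated horses. With each horse left out, it lay between 0.072 (without EE-treated horse 473) and 0.26 (without EE-treated horse 649), with 3 to 5 genes higher. Tested as a group with limma's camera, their shift did not stand out from that of the other named genes (adjusted p = 0.853 over 6 lists). Camera does not ask whether the genes themselves differ between the groups. Fry tests the genes of a list without setting them against others. With fry the list was higher in EE-treated horses, at an unadjusted p of 0.0141 and an adjusted p of 0.0845. With the brightest probe per gene in place of the mean of its probes, the median log2 difference was 0.03, with 3 of the 6 genes higher in EE-treated horses. With sex in the fit all 6 of the 6 genes were higher in EE-treated horses (median 0.26), and with the deposited log2 values 5 were (median 0.24). A filter on dim probes kept only 3 of the genes, with 2 higher in EE-treated horses (median 0.38). Under quantile normalization 3 of the 6 were higher (median 0.057). Of the 15 probes of these genes, 2 had an unadjusted p under 0.05 in limma, and 0 passed an adjusted p under 0.05, both adjusted over the list alone and over all probes. The FOS probe A_69_P103861 had a log2 difference of -0.04 (standard error 0.19, adjusted p = 0.947 in limma), and its direction changed when sex was included in the fit, to 0.041.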

Rather, factors with a known anti-inflammatory role such as PPARγ/RXRα [48] are also activated in the EE group. Additionally, upregulation of other transcription factors in the EE group, such as the Myc/Myf family, Egr-1, INSM1, and Zfx, as well as the results of IPA point to activation of functions related to proliferation and differentiation of blood cells. These functions in young horses probably reflect a healthy state of development of the organism. Whether the increased cell proliferation and differentiation also occur in the brain (meaning increased neurogenesis in the EE-treated horses) was not explored in this study but would be an interesting question for a future project in light of the improved well-being and learning abilities of the EE-treated animals. Egr-1, for example, would be a good candidate because it is involved not only in differentiation and activation of immune cells [49] but also in neuronal plasticity [50]. Accordingly, INSM1 also performs a function in early embryonic neurogenesis [51].

## Conclusion

Overall, our data show that a 12-week EE combining complex inanimate and social stimuli has beneficial effects on horses in terms of personality traits, learning abilities, and general well-being. The observed effects of EE (versus control) on the transcriptome of blood cells confirm a more favorable biological profile of EE-treated horses. This study appears to be the first to report both behavioral and molecular effects of EE on horses. In addition to demonstrating interesting properties of EE, these results support the use of EE for improvement of the well-being of horses as well as security of the handlers.

## Supporting Information

Table S1 **List of differentially regulated gene associated with p<0.001.**
(DOCX) Click here for additional data file.

Table S2 **List of differentially regulated gene associated with p<0.005.**
(DOCX) Click here for additional data file.

Table S3 **IPA core analysis, direct and indirect: Enriched (EE-treated) group.**
(DOCX) Click here for additional data file.

Table S4 **IPA core analysis, direct and indirect: Control group.**
(DOCX) Click here for additional data file.

File S1 **Supplementary methods.**
(DOCX) Click here for additional data file.

Appendix S1 **Personality data.**
(PDF) Click here for additional data file.

Appendix S2 **Learning data.**
(PDF) Click here for additional data file.

Appendix S3 **Cortisol data.**
(PDF) Click here for additional data file.

## References

[1] FoxC, MeraliZ, HarrisonC (2006) Therapeutic and protective effect of environmental enrichment against psychogenic and neurogenic stress. Behav Brain Res 175:1–8.1697099710.1016/j.bbr.2006.08.016

[2] BekinschteinP, OomenCA, SaksidaLM, BusseyTJ (2011) Effects of environmental enrichment and voluntary exercise on neurogenesis, learning and memory, and pattern separation: BDNF as a critical variable? Semin Cell Dev Biol 22:536–542.2176765610.1016/j.semcdb.2011.07.002

[3] CotmanCW, BerchtoldNC (2007) Physical activity and the maintenance of cognition: Learning from animal models. Alzheimer's & Dementia 3:S30–S37.10.1016/j.jalz.2007.01.01319595972

[4] SimpsonJ, KellyJP (2011) The impact of environmental enrichment in laboratory rats—Behavioural and neurochemical aspects. Behav Brain Res 222:246–264.2150476210.1016/j.bbr.2011.04.002

[5] PetrosiniL, De BartoloP, FotiF, GelfoF, CutuliD, et al (2009) On whether the environmental enrichment may provide cognitive and brain reserves. Brain Res Rev 61:221–239.1963168710.1016/j.brainresrev.2009.07.002

[6] MasonG, ClubbR, LathamN, VickeryS (2007) Why and how should we use environmental enrichment to tackle stereotypic behaviour? Appl Anim Behav Sci 102:163–188.

[7] WellsDL (2009) Sensory stimulation as environmental enrichment for captive animals: A review. Appl Anim Behav Sci 118:1–11.

[8] ClaxtonAM (2011) The potential of the human–animal relationship as an environmental enrichment for the welfare of zoo-housed animals. Appl Anim Behav Sci 133:1–10.

[9] Bates JE (1989) Concepts and measures of temperament. In: Kohnstamm GA, Bates JE, Rothbart MKeditors. Temperament in childhood. New-York: Wiley. pp.3–26.

[10] BorstelUKv (2013) Assessing and influencing personality for improvement of animal welfare: a review of equine studies. CAB reviews 8:1–27.

[11] LansadeL, BouissouM-F (2008) Reactivity to humans: A temperament trait of horses which is stable across time and situations. Appl Anim Behav Sci 114:492–508.

[12] LansadeL, BouissouM-F, ErhardHW (2008) Fearfulness in horses: A temperament trait stable across time and situations. Appl Anim Behav Sci 115:182–200.

[13] LansadeL, BouissouM-F, ErhardHW (2008) Reactivity to isolation and association with conspecifics: A temperament trait stable across time and situations. Appl Anim Behav Sci 109:355–373.

[14] LansadeL, PichardG, LeconteM (2008) Sensory sensitivities: Components of a horse's temperament dimension. Appl Anim Behav Sci 114:534–553.

[15] ValenchonM, LévyF, FortinM, LeterrierC, LansadeL (2013) Stress and temperament affect working memory performance for disappearing food in horses, Equus caballus. Anim Behav 86:1233–1240.

[16] ValenchonM, LevyF, PrunierA, MoussuC, CalandreauL, et al (2013) Stress Modulates Instrumental Learning Performances in Horses (Equus caballus) in Interaction with Temperament. PLoS ONE 8.10.1371/journal.pone.0062324PMC363389323626801

[17] SlavichGM, ColeSW (2013) The Emerging Field of Human Social Genomics. Clin Psychol Sci 1:331–348.2385374210.1177/2167702613478594PMC3707393

[18] ColeSW (2013) Social Regulation of Human Gene Expression: Mechanisms and Implications for Public Health. Am J Public Health 103:84–92.10.2105/AJPH.2012.301183PMC378675123927506

[19] RobinsonGE, FernaldRD, ClaytonDF (2008) Genes and Social Behavior. Science 322:896–900.1898884110.1126/science.1159277PMC3052688

[20] WatersAJ, NicolCJ, FrenchNP (2002) Factors influencing the development of stereotypic and redirected behaviours in young horses: findings of a four year prospective epidemiological study. Equ Vet J 34:572–579.10.2746/04251640277618024112357996

[21] RiveraE, BenjaminS, NielsenB, ShelleJ, ZanellaAJ (2002) Behavioral and physiological responses of horses to initial training: the comparison between pastured versus stalled horses. Appl Anim Behav Sci 78:235–252.

[22] HeleskiCR, ShelleAC, NielsenBD, ZanellaAJ (2002) Influence of housing on weanling horse behavior and subsequent welfare. Appl Anim Behav Sci 78:291–302.

[23] SøndergaardE, LadewigJ (2004) Group housing exerts a positive effect on the behaviour of young horses during training. Appl Anim Behav Sci 87:105–118.

[24] GoodwinD, DavidsonHPB, HarrisP (2005) Sensory varieties in concentrate diets for stabled horses: effects on behaviour and selection. Appl Anim Behav Sci 90:337–349.

[25] HouptK, MarrowM, SeeligerM (2000) A preliminary study of the effect of music on Equine behavior. J Vet Sci 11:691–737.

[26] JorgensenGHM, LiestolSH-O, BoeKE (2011) Effects of enrichment items on activity and social interactions in domestic horses (Equus caballus). Appl Anim Behav Sci 129:100–110.

[27] BarreyE, MucherE, JeansouleN, LarcherT, GuigandL, et al (2009) Gene expression profiling in equine polysaccharide storage myopathy revealed inflammation, glycogenesis inhibition, hypoxia and mitochondrial dysfunctions. BMC Vet Res 5:29.1966422210.1186/1746-6148-5-29PMC2741442

[28] ColeSW, YanW, GalicZ, ArevaloJ, ZackJA (2005) Expression-based monitoring of transcription factor activity: the TELiS database. Bioinformatics 21:803–810.1537485810.1093/bioinformatics/bti038

[29] KwonAT, ArenillasDJ, HuntRW, WassermanWW (2012) oPOSSUM-3: Advanced Analysis of Regulatory Motif Over-Representation Across Genes or ChIP-Seq Datasets. G3-Genes Genomes Genetics 2:987–1002.10.1534/g3.112.003202PMC342992922973536

[30] FureixC, JegoP, HenryS, LansadeL, HausbergerM (2012) Towards an Ethological Animal Model of Depression? A Study on Horses. PLoS ONE 7.10.1371/journal.pone.0039280PMC338625122761752

[31] YoungT, CreightonE, SmithT, HosieC (2012) A novel scale of behavioural indicators of stress for use with domestic horses. Appl Anim Behav Sci 140:33–43.

[32] PedersenGR, SøndergaardE, LadewigJ (2004) The influence of bedding on the time horses spend recumbent. J Equ Vet Sci 24:153–158.

[33] RaabymagleP, LadewigJ (2006) Lying behavior in horses in relation to box size. J Equ Vet Sci 26:11–17.

[34] GoodwinD, DavidsonHPB, HarrisP (2007) Responses of horses offered a choice between stables containing single or multiple forages. Vet Rec. 160 548 1744971010.1136/vr.160.16.548

[35] van PraagH, KempermannG, GageFH (2000) Neural consequences of environmental enrichment. Nat Rev Neurosci 1:191–198.1125790710.1038/35044558

[36] BrydgesNM, LeachM, NicolK, WrightR, BatesonM (2011) Environmental enrichment induces optimistic cognitive bias in rats. Anim Behav 81:169–175.

[37] DouglasC, BatesonM, WalshC, BéduéA, EdwardsSA (2012) Environmental enrichment induces optimistic cognitive biases in pigs. Appl Anim Behav Sci 139:65–73.

[38] MathesonSM, AsherL, BatesonM (2008) Larger, enriched cages are associated with ‘optimistic’ response biases in captive European starlings (Sturnus vulgaris). Appl Anim Behav Sci 109:374–383.

[39] RichterSH, SchickA, HoyerC, LankischK, GassP, et al (2012) A glass full of optimism: Enrichment effects on cognitive bias in a rat model of depression. Cognitive Affective & Behavioral Neuroscience 12:527–542.10.3758/s13415-012-0101-222644760

[40] CriaudM, BoulinguezP (2013) Have we been asking the right questions when assessing response inhibition in go/no-go tasks with fMRI? A meta-analysis and critical review. Neurosci Biobehav Rev 37:11–23.2316481310.1016/j.neubiorev.2012.11.003

[41] Lansade L, Coutureau E, Marchand A, Baranger G, Valenchon M, et al**.** (2013) Dimensions of Temperament Modulate Cue-Controlled Behavior: A Study on Pavlovian to Instrumental Transfer in Horses (Equus Caballus). PLoS ONE 8.10.1371/journal.pone.0064853PMC368298723798994

[42] VisserEK, EllisAD, Van ReenenCG (2008) The effect of two different housing conditions on the welfare of young horses stabled for the first time. Appl Anim Behav Sci 114:521–533.

[43] HawkleyLC, ColeSW, CapitanioJP, NormanGJ, CacioppoJT (2012) Effects of social isolation on glucocorticoid regulation in social mammals. Horm Behav 62:314–323.2266393410.1016/j.yhbeh.2012.05.011PMC3449017

[44] LightmanSL, Conway-CampbellBL (2010) The crucial role of pulsatile activity of the HPA axis for continuous dynamic equilibration. Nat Rev Neurosci 11:710–718.2084217610.1038/nrn2914

[45] ColeSW, HawkleyLC, ArevaloJM, SungCY, RoseRM, et al (2007) Social regulation of gene expression in human leukocytes. Genome Biol 8.10.1186/gb-2007-8-9-r189PMC237502717854483

[46] ColeSW, ArevaloJMG, TakahashiR, SloanEK, LutgendorfSK, et al (2010) Computational identification of gene-social environment interaction at the human IL6 locus. Proc Natl Acad Sci U S A 107:5681–5686.2017693010.1073/pnas.0911515107PMC2851818

[47] EisenbergerNI, ColeSW (2012) Social neuroscience and health: neurophysiological mechanisms linking social ties with physical health. Nat Neurosci 15:669–674.2250434710.1038/nn.3086

[48] DeleriveP, FruchartJC, StaelsB (2001) Peroxisome proliferator-activated receptors in inflammation control. J Endocrinol 169:453–459.1137511510.1677/joe.0.1690453

[49] CollinsS, LutzMA, ZarekPE, AndersRA, KershGJ, et al (2008) Opposing regulation of T cell function by Egr-1/NAB2 and Egr-2/Egr-3. Eur J Immunol 38:528–536.1820313810.1002/eji.200737157PMC3598016

[50] O'DonovanKJ, TourtellotteWG, MilbrandtJ, BarabanJM (1999) The EGR family of transcription-regulatory factors: progress at the interface of molecular and systems neuroscience. Trends Neurosci 22:167–173.1020385410.1016/s0166-2236(98)01343-5

[51] LanMS, BreslinMB (2009) Structure, expression, and biological function of INSM1 transcription factor in neuroendocrine differentiation. FASEB J 23:2024–2033.1924649010.1096/fj.08-125971PMC2704596

# Supplementary material for: Behavioral and Transcriptomic Fingerprints of an Enriched Environment in Horses (Equus caballus)
**Source:** PLoS One. 2014 Dec 10;9(12):e114384. doi: 10.1371/journal.pone.0114384
**Supplement:** Table S1 — List of differentially regulated gene associated with p<0.001.

**Table S1**: list of differentially regulated gene associated with p <0.001

# Supplementary material for: Behavioral and Transcriptomic Fingerprints of an Enriched Environment in Horses (Equus caballus)
**Source:** PLoS One. 2014 Dec 10;9(12):e114384. doi: 10.1371/journal.pone.0114384
**Supplement:** Table S2 — List of differentially regulated gene associated with p<0.005.

**Table S2:** list of differentially regulated gene associated with p <0.005

# Supplementary material for: Behavioral and Transcriptomic Fingerprints of an Enriched Environment in Horses (Equus caballus)
**Source:** PLoS One. 2014 Dec 10;9(12):e114384. doi: 10.1371/journal.pone.0114384
**Supplement:** Table S3 — IPA core analysis, direct and indirect: Enriched (EE-treated) group.

**Table S3:** IPA core analysis, direct and indirect: Enriched (EE-treated) group

**Top Networks**

***Associated Network Functions* *Score***

1 Cell Signaling, Post-Translational Modification, Cellular Development 36

2 Cancer, Cellular Growth and Proliferation, Immunological Disease 34

3 Infectious Disease, Respiratory Disease, Embryonic Development 26

4 Cellular Assembly and Organization, Cellular Function and Maintenance, Cellular Compromise 25

**Molecular and Cellular Functions**

***Name p-value # Molecules***

Cellular Growth and Proliferation 2,20E-05 - 1,02E-02 81

Cellular Movement 2,30E-05 - 1,03E-02 42

Cell-To-Cell Signaling and Interaction 3,32E-05 - 9,52E-03 49

Cell Signaling 4,50E-05 - 9,75E-03 31

Molecular Transport 4,50E-05 - 9,75E-03 58

**Physiological System Development and Function**

***Name p-value # Molecules***

Tissue Morphology 6,55E-05 - 9,62E-03 66

Skeletal and Muscular System Development and Function 7,97E-05 - 9,57E-03 37

Behavior 1,21E-04 - 8,11E-03 24

Nervous System Development and Function 1,21E-04 - 9,57E-03 40

Hematological System Development and Function 1,29E-04 - 1,03E-02 55

Summary**Top Canonical Pathways**

***Name p-value Ratio***

TGF-β Signaling 3,97E-04 6/89 (0,067)

Factors Promoting Cardiogenesis in Vertebrates 5,43E-04 6/95 (0,063)

Molecular Mechanisms of Cancer 6,26E-04 12/381 (0,031)

Wnt/b-catenin Signaling 8,48E-04 8/175 (0,046)

Role of Osteoblasts, Osteoclasts

and Chondrocytes in Rheumatoid Arthritis 1,03E-03 9/240 (0,038)

# Supplementary material for: Behavioral and Transcriptomic Fingerprints of an Enriched Environment in Horses (Equus caballus)
**Source:** PLoS One. 2014 Dec 10;9(12):e114384. doi: 10.1371/journal.pone.0114384
**Supplement:** Table S4 — IPA core analysis, direct and indirect: Control group.

**Table S4:** IPA core analysis, direct and indirect: Control group

**Top Networks**

***Associated Network Functions* *Score***

1 Cell Cycle, DNA Replication, Recombination, and Repair, Cellular Response to Therapeutics 58

2 Embryonic Development, Organ Development, Organ Morphology 41

3 Cellular Assembly and Organization, Cellular Function and Maintenance, Developmental Disorder 36

4 Cell Cycle, Hepatic System Development and Function, Nucleic Acid Metabolism 28

**Molecular and Cellular Functions**

***Name p-value # Molecules***

DNA Replication, Recombination, and Repair 2,34E-06 - 4,62E-02 35

Cell Cycle 2,86E-06 - 4,80E-02 43

Cellular Assembly and Organization 1,10E-05 - 4,02E-02 22

**Physiological System Development and Function**

***Name p-value # Molecules***

Embryonic Development 5,45E-05 - 4,64E-02 30

Organismal Survival 5,45E-05 - 5,52E-03 37

Tissue Development 6,62E-05 - 4,02E-02 19

**Top Canonical Pathways**

***Name p-value Ratio***

Mismatch Repair in Eukaryotes 1,37E-07 5/24 (0,208)

ATM Signaling 1,29E-04 5/62 (0,081)

Role of CHK Proteins in Cell Cycle,Checkpoint Control 1,05E-03 4/57 (0,07)

Role of BRCA1in DNA Damage Response 1,46E-03 4/65 (0,062)

p53 Signaling 7,09E-03 4/96 (0,042)

# Supplementary material for: Behavioral and Transcriptomic Fingerprints of an Enriched Environment in Horses (Equus caballus)
**Source:** PLoS One. 2014 Dec 10;9(12):e114384. doi: 10.1371/journal.pone.0114384
**Supplement:** File S1 — Supplementary methods.

**Supplementary methods**

**Animals and experimental groups**

Before the start of the experiment, the 19 foals were reared together, kept outdoors all summer and indoors during winter at the experimental INRA Unit in Nouzilly (France). When stabled during winter, they all received concentrated pellets and hay, and were turned out to a paddock 7 hours per day. They were weaned at 7 months of age. Prior to the experiment, animals were subjected to exactly the same routine management (fed every day and haltered about once a month). The horses were then randomly allocated to either the EE-treated group (*n* = 10, four males and six females) or the control group (*n* = 9, six males and three females). In order to compile groups balanced for personality, the week before the beginning of the treatment, the horses were subjected to a series of preliminary behavioral tests during three consecutive days (Fig. 1). These tests measured reactivity to a human (passive and active human tests), sensory sensitivity (tactile sensitivity tests), fearfulness (novel object and surprise tests), gregariousness (social isolation test), and locomotor activity (evaluated by the distance covered during all the tests), see ([1](#_ENREF_1)) for the description of the tests.

Behavioral observations in the home box

During the first five weeks of experimentation (Figure 1), a horse’s behavioral patterns were observed by scan-sampling from Monday to Friday. The scans were performed for 90 min per day, from 0900 h to 1030 h, 1030 h to 1200 h, 1200 h to 1330 h, 1330 h to 1500 h, or 1500 h to 1630 h (new successive time slot each day). All observations were made by a single observer. Each horse was observed every 5 minutes, and we observed the presence or absence of the following behavioral patterns: vocalizations (neighs), alert postures (elevated neck and ears pointed forward), lying down (ventral or lateral recumbence), ears pointed backward, and aberrant behavior (sniffing/licking box walls or bars, repetitive pawing, kicking the wall, and repetitive head swinging). The occurrences of each of these patterns were summed up for each week. In addition, at the end of weeks 1, 5, and 12, we noted the number of horses per group that did not eat their meal entirely and systematically within the hour after the meal distribution.

**Personality tests**

At the end of weeks 5, 12, and 23, personality tests were performed. The tested horse was led into an 8.10 m × 2.70 m unfamiliar test arena located in a barn adjacent to the stable. Two observers, always the same, were hidden behind a dark window, and an audience horse was tied up outside the box, visible to the tested horse. We analyzed the behavioral parameters selected during these studies, as they appear to be reliable indicators of a horse’s personality because of their stability across time and situations ([2-5](#_ENREF_2)). After a familiarization phase during which the horse was free in the box for 360 s, the tests occurred exactly in the order presented below.

**Passive and active human test**. To characterize reactivity to humans ([2](#_ENREF_2)), an unknown experimenter (always the same person) entered the arena and remained motionless beside a wall for 180 s. The number of contacts with the human (sniffing or nibbling the experimenter) was recorded. Then, he moved slowly towards the horse and tried to put a halter. The time taken to put the halter was recorded.

**Von Frey test filament assay.** To characterize tactile sensitivity ([5](#_ENREF_5)), an experimenter applied a von Frey ﬁlament to the base of the horse’s withers, while the horse was held on a lunge by a second experimenter (von Frey ﬁlaments, Stoelting, IL, USA). These ﬁlaments consist of a hard plastic body connected to a nylon thread. The purpose of this test is to evaluate the response to mechanical stimuli using filaments of varying strengths. Thus, the filaments are calibrated to exert specific magnitudes of force on the skin, ranging from 0.008 to 300 g. They were applied perpendicularly to the animal’s skin until the nylon filament started to bend, and then was withdrawn. The trembling of the platysma muscle was encoded as follows (0: not trembling; 0.5: trembling only when the filament was withdrawn; 1: trembling when the filament was applied and withdrawn). The test had two phases: In the first phase, which was carried out after the passive human test, a 0.008-g filament was applied to the right side of the horse, followed by application of a 300-g filament to the left side. In the second phase, after the novel area test, a 0.02-g filament was applied to the horse’s right side, followed by a 1-g filament to the left side. The responses to the 4 filaments were recorded.

**The stifle-haunch axis stimulation test**. To characterize tactile sensitivity ([5](#_ENREF_5)), we performed a test consisting of stimulating the stifle-haunch axis with four different 3-cm wide instruments composed of different material (brush, plastic, rubber, cotton). The horse was held on a lunge during the test. The experimenter quickly moved the instrument upwards along the tuft of the stifle-haunch axis, keeping a slight but even pressure. The intensity of the bodily reaction was assessed on a predefined scale; see ([5](#_ENREF_5)) for more details.

**The novel object test**. To characterize fearfulness ([3](#_ENREF_3)), a novel object (week 5: colored plastic pieces attached to a 1-m–long bar; week 12: green and yellow carton cube (0.8 m × 1.2 m × 0.4 m); week 23: a brilliant shiny tinsel attached to a 1-m-long wooden tube) was placed near the entrance to the arena for 180 s. The numbers of contacts (sniffing or nibbling the object) and glances at the object were recorded.

**The social isolation test.** To characterize gregariousness ([4](#_ENREF_4)), the audience horse was led by an experimenter outside to the barn so that it would become invisible and inaudible to the tested horse for 90 s. The number of vocalizations (neighs) was recorded.

**The novel area test**. For this test, which evaluates fearfulness ([3](#_ENREF_3)), the ﬂoor of the novel arena was divided into three zones of 2.7 m × 2.7 m. The first through the third zones were the start, intermediate, and arrival zones respectively. The arrival zone contained a bucket of the pellets with which the horses were familiar. Immediately prior to the test, the horses underwent a habituation phase during which they learned how to go from the start zone to the arrival zone containing the bucket. To achieve this result, an experimenter led the horse by halter to the start zone and released it so that it was free to go to the arrival zone to eat. This action was repeated three times. During the test, a pink carpet (2 m × 2.7 m) was placed in the intermediate zone. As in the habituation phase, the experimenter released the horse in the start zone. The time until the horse ate from the bucket was recorded. If the horse did not eat within 180 s, the test was terminated and a time of 180 s was assigned.

**The suddenness test.** In this test, which evaluates fearfulness ([3](#_ENREF_3)), a black umbrella was suddenly opened in front of the animal while it was eating. A bucket of pellets was placed near the arena’s entrance. After the animal had been eating with its head in the bucket for 3 s, the experimenter, who was not visible to the horse, opened the umbrella. We recorded the latency to eat again from the bucket after the umbrella opening.

**Locomotor activity**. In order to measure locomotor activity, we divided the test pen into six sectors of equal size. We recorded the number of sectors crossed by one of the horse’s front hooves during the novel arena test, the novel object test, and the passive human test.

**The handling test.** At the end of week 5, a test consisting of fitting the horse with a halter and leading him/her to a paddock was performed alone (on a separate day). The number of defensive reactions (startle responses, rearing, sudden veering, bites, kicks, head kicks, and tentative to escape) was recorded.

**Learning**

**The learning apparatus.** The tested horse was individually maintained with two leads (1.2 m long) in a familiar box (2.7 m × 8.1 m) in front of an open door blocked by a wooden plank 1.2 m high. Two experimenters (A and B), a man and a woman, sat down in front of the horse and conducted the trials alternately. Two orange traffic cones (0.45 m high) separated by 0.4 m were placed on a horizontal wooden plank fixed at a height of 0.3 m above the ground. These traffic cones were placed between the horse and the experimenters such that the horse could touch the cones but not the experimenters. The experimenter’s side of the man and the woman was randomly allocated to each horse and was maintained for the whole learning procedure.

**The familiarization phase.** Prior to learning, the horses were familiarized with the apparatus during 10-min sessions. Once per session, each experimenter randomly offered the horse to eat pellets from his hand and the latency to eat the pellets was recorded. All the horses were submitted to a minimum of 5 familiarization sessions on consecutive days or until they accepted the offer to eat the pellets in less than 20 s from the hand of each experimenter. The horse was subjected to the first learning session the next day.

**The learning procedure.** Horses were submitted to exactly 10 learning sessions regularly distributed over 6 weeks. Each session was composed of 30 trials, 15 for each experimenter. The learning procedure consisted of subjecting the horses to a series of two consecutive stages.

The shaping phase (A+, B+). Both experimenters A and B reinforced the animal’s response (touch the suggested cone) with a food reward. At the beginning of each trial, one of the two experimenters shook a bucket of pellets placed under his chair in order to attract the attention of the horse. The trial started as soon as the horse looked at him or after a maximum of three shakes. He then took food from his pocket and pointed to one of the two cones (the target cone) with gestures, until the horse touched the target cone with its nose. First, he moved his forefinger up and down in the direction of the cone (7 times in 10 s), then he repeated the action with his forearm the same number of times, and then with his entire arm. If the horse did not touch the target cone, he tapped the top of the cone with his finger the same number of times. Finally, if the horse did not touch the cone after these gestural instructions, the experimenter tried to attract it to the cone with the food either until the horse touched the target cone or for a maximum of 30 s. The trial ended as soon as the horse touched the target cone with its nose or after the end of all attempted instructions. When the horse touched the target cone, it received a handful of pellets. A trial was assumed to be successful when the horse touched the target cone after the gestural instructions without the use of food, otherwise the trial was labeled as an absence of response. Two trials were spaced at 10 s. The shaping phase criterion consisted of six successful trials out of seven consecutive trials (three successful trials with each experimenter A+ and B+). As soon as the horse reached a step criterion, it was immediately subjected to the next step from the following trial.

The Go/no-go phase (A+, B−). Experimenter A reinforced the animal’s response with a food reward (A+), whereas experimenter B never reinforced (B−). Otherwise, the procedure of this trial was the same as in the simple step, except that the experimenter never attracted the horse with food. The Go-no-go criterion was to perform three successful trials with experimenter A+ and to show the absence of response in three trials with experimenter B−, out of seven consecutives trials. Even when a horse fulfilled the criterion, it continued to be tested until the end of the sessions.

The trial order and the side of the targeted cone were randomly assigned for each session to have no more than two consecutive trials with the same experimenter and/or with the same cone. We recorded the number of horses in the two groups that fulfilled each of the criteria and the proportion of successful (i.e. when the horse touched the target cone after the gestural instructions) with each experimenter for each step.

**Cortisol measurement**

The samples were collected with Salivette® Cortisol (SARSTEDT France). Cotton buds were centrifuged at 3000 g for 20 min at 4°C and the saliva was stored at -20 °C until analysis. Saliva was collected and cortisol was measured in 20 µl samples by using a luminescence immunoassay kit (LIA, IBL, Hamburg, Germany). The measurements were performed with the mean of two replicates. The intra-assay coefficients of variation were 4.8 % and 4.1 % at 1.8 ng / ml and 9.7 ng / ml, respectively. The assay sensitivity was 0.25 ng / ml.

**Statistical and bioinformatic analyses**

**Transcriptomic data**

Because the sequencing of the horse genome was recently completed ([6](#_ENREF_6)), we were able to annotate the microarray. The microarray gene annotations were reanalyzed with Sigreannot-mart, a query environment for expression microarray probe reannotation ([7](#_ENREF_7)). We obtained the annotation of 72% of the probes representing 14,944 unique genes.

In order to identify upstream transcription control pathways mediating observed changes in gene expression, we used two bioinformatic software packages: Transcription Element Listening System (TELiS, <http://telis.ucla.edu>) ([8](#_ENREF_8)) and oPOSSUM (<http://opossum.cisreg.ca/oPOSSUM3/>) ([9](#_ENREF_9), [10](#_ENREF_10)).

The TELiS database contains information on the prevalence of transcription factor-binding motifs (TFBMs) in the promoters of genes from humans and mice. TFBMs are defined by 108 position-specific weight matrices from the JASPAR 2 database or 192 matrices in the TRANSFAC database. The analysis performed was the Transcriptional Shift Analysis in which TFBMs are tested for differential prevalence in the promoters of genes upregulated in the control vs. EE-treated groups (thereby ensuring that all genes analyzed are expressed under at least some conditions in the horse blood cells transcriptome, and thereby mitigating cell type bias with respect to the total population of horse genes, which can otherwise lead to a biased reference group). The results presented were sorted according to statistical significance in a test of differential representation ratios computed over nine combinations of promoter length (−300 bp from transcription start site, −600, and −1000 to +200) and scan stringency (matrix similarity values greater than 0.85, 0.90, and 0.95). A synthetic ratio (geometric average of the various parametric combinations) was used for the graphic representation of the results.

The oPOSSUM single-site analysis tool allows a researcher to identify over-representation of TFBMs and TFBM families within a set of co-expressed genes or sequences generated using high-throughput methods, compared to a background set. The 116 matrices included in oPOSSUM-3 were obtained from the 2010 release of JASPAR database and were constructed from an initial set of 14,083 human–mouse orthologs. The 14,944 unique genes of the microarray constitute the background set. We compared upregulated genes of the EE-treated and the control group to the background set. To detect common TFBMs, we examined 10,000 base pairs upstream and downstream of each transcription start site and a matrix score threshold of 85%. Overrepresented transcription factors were considered significant at a z-score ≥10 and a Fisher score ≤0.01 as suggested by the authors of the software.

To gain further insight into the functional characteristics of the differentially expressed genes, we used the Ingenuity Pathway Analysis software (<http://www.Ingenuity.com>). Ingenuity Pathway Analysis explores interaction-based relationships between a set of genes and produces gene networks. Each network has an associated score derived from a *P* value, indicating the expected likelihood of the genes being present in a network compared to that expected by chance. Scores of two or above have at least 99% likelihood of not being generated by chance.

**References**

1. Lansade L, Simon F (2010) Horses' learning performances are under the influence of several temperamental dimensions. *Appl. Anim. Behav. Sci.* 125(1-2):30-37.

2. Lansade L, Bouissou M-F (2008) Reactivity to humans: A temperament trait of horses which is stable across time and situations. *Appl. Anim. Behav. Sci.* 114(3-4):492-508.

3. Lansade L, Bouissou M-F, Erhard HW (2008) Fearfulness in horses: A temperament trait stable across time and situations. *Appl. Anim. Behav. Sci.* 115(3-4):182-200.

4. Lansade L, Bouissou M-F, Erhard HW (2008) Reactivity to isolation and association with conspecifics: A temperament trait stable across time and situations. *Appl. Anim. Behav. Sci.* 109(2-4):355-373.

5. Lansade L, Pichard G, Leconte M (2008) Sensory sensitivities: Components of a horse's temperament dimension. *Appl. Anim. Behav. Sci.* 114(3-4):534-553.

6. Wade CM*, et al.* (2009) Genome Sequence, Comparative Analysis, and Population Genetics of the Domestic Horse. *Science* 326(5954):865-867.

7. Moreews F, Rauffet G, Dehais P, Klopp C (2011) SigReannot-mart: a query environment for expression microarray probe re-annotations. *Database-the Journal of Biological Databases and Curation*.

8. Cole SW, Yan W, Galic Z, Arevalo J, Zack JA (2005) Expression-based monitoring of transcription factor activity: the TELiS database. *Bioinformatics* 21(6):803-810.

9. Sui SJH, Fulton DL, Arenillas DJ, Kwon AT, Wasserman WW (2007) oPOSSUM: integrated tools for analysis of regulatory motif over-representation. *Nucleic Acids Res.* 35:W245-W252.

10. Kwon AT, Arenillas DJ, Hunt RW, Wasserman WW (2012) oPOSSUM-3: Advanced Analysis of Regulatory Motif Over-Representation Across Genes or ChIP-Seq Datasets. *G3-Genes Genomes Genetics* 2(9):987-1002.

# Supplementary material for: Behavioral and Transcriptomic Fingerprints of an Enriched Environment in Horses (Equus caballus)
**Source:** PLoS One. 2014 Dec 10;9(12):e114384. doi: 10.1371/journal.pone.0114384
**Supplement:** Appendix S1 — Personality data.

week5

week12

# Supplementary material for: Behavioral and Transcriptomic Fingerprints of an Enriched Environment in Horses (Equus caballus)
**Source:** PLoS One. 2014 Dec 10;9(12):e114384. doi: 10.1371/journal.pone.0114384
**Supplement:** Appendix S2 — Learning data.

appendix S2: percentage of success during the learning tests

| animal number | group      | percentage of success during the learning tests |        |               |       |
|---------------|------------|-------------------------------------------------|--------|---------------|-------|
|               |            | shaping phase                                   |        | Go/no-Go task |       |
|               |            | A+                                              | B+     | A+            | B-    |
| 468           | EE treated | 75,00                                           | 75,00  | 41,84         | 36,08 |
| 469           | EE treated | 100,00                                          | 66,67  | 28,57         | 24,36 |
| 473           | EE treated | 50,00                                           | 100,00 | 98,33         | 68,85 |
| 475           | EE treated | 75,00                                           | 100,00 | 80,23         | 64,77 |
| 642           | EE treated | 60,00                                           | 75,00  | 95,88         | 90,72 |
| 643           | EE treated | 71,43                                           | 57,14  | 92,42         | 79,41 |
| 648           | EE treated | 87,50                                           | 50,00  | 49,32         | 54,79 |
| 649           | EE treated | 75,00                                           | 75,00  | 87,88         | 83,33 |
| 651           | EE treated | 75,00                                           | 75,00  | 100,00        | 50,00 |
| 470           | Control    | 100,00                                          | 100,00 | 86,49         | 62,16 |
| 471           | Control    | 80,00                                           | 50,00  | 89,00         | 76,24 |
| 472           | Control    | 50,00                                           | 75,00  | 94,52         | 79,45 |
| 474           | Control    | 60,00                                           | 100,00 | 65,00         | 73,77 |
| 476           | Control    | 66,67                                           | 100,00 | 87,63         | 84,54 |
| 477           | Control    | 66,67                                           | 66,67  | 92,31         | 84,85 |
| 645           | Control    | 52,63                                           | 31,58  | 47,50         | 56,41 |
| 647           | Control    | 100,00                                          | 100,00 | 100,00        | 40,00 |
| 650           | Control    | 75,00                                           | 75,00  | 96,64         | 73,33 |

# Supplementary material for: Behavioral and Transcriptomic Fingerprints of an Enriched Environment in Horses (Equus caballus)
**Source:** PLoS One. 2014 Dec 10;9(12):e114384. doi: 10.1371/journal.pone.0114384
**Supplement:** Appendix S3 — Cortisol data.

| group      | horse n° | week | morning/afternoon | salivary cortisol<br>(ng/ml) |
|------------|----------|------|-------------------|------------------------------|
| Control    | 470      | 0    | morning           |                              |
| Control    | 471      | 0    | morning           | 0,85                         |
| Control    | 472      | 0    | morning           | 0,77                         |
| Control    | 474      | 0    | morning           | 0,79                         |
| Control    | 476      | 0    | morning           | 0,91                         |
| Control    | 477      | 0    | morning           | 0,78                         |
| Control    | 645      | 0    | morning           | 1,10                         |
| Control    | 647      | 0    | morning           | 0,54                         |
| Control    | 650      | 0    | morning           | 0,82                         |
| EE-treated | 468      | 0    | morning           | 1,12                         |
| EE-treated | 469      | 0    | morning           | 0,59                         |
| EE-treated | 473      | 0    | morning           | 0,71                         |
| EE-treated | 475      | 0    | morning           | 0,73                         |
| EE-treated | 642      | 0    | morning           |                              |
| EE-treated | 643      | 0    | morning           | 1,11                         |
| EE-treated | 646      | 0    | morning           | 0,62                         |
| EE-treated | 648      | 0    | morning           | 0,93                         |
| EE-treated | 649      | 0    | morning           | 0,63                         |
| EE-treated | 651      | 0    | morning           | 0,54                         |
| Control    | 470      | 0    | afternoon         |                              |
| Control    | 471      | 0    | afternoon         | 0,45                         |
| Control    | 472      | 0    | afternoon         | 0,47                         |
| Control    | 474      | 0    | afternoon         | 0,39                         |
| Control    | 476      | 0    | afternoon         | 0,71                         |
| Control    | 477      | 0    | afternoon         | 0,30                         |
| Control    | 645      | 0    | afternoon         | 0,89                         |
| Control    | 647      | 0    | afternoon         | 0,35                         |
| Control    | 650      | 0    | afternoon         | 0,59                         |
| EE-treated | 468      | 0    | afternoon         | 0,73                         |
| EE-treated | 469      | 0    | afternoon         | 0,30                         |
| EE-treated | 473      | 0    | afternoon         | 0,30                         |
| EE-treated | 475      | 0    | afternoon         | 0,56                         |
| EE-treated | 642      | 0    | afternoon         |                              |
| EE-treated | 643      | 0    | afternoon         | 0,61                         |
| EE-treated | 646      | 0    | afternoon         | 0,49                         |
| EE-treated | 648      | 0    | afternoon         | 0,63                         |
| EE-treated | 649      | 0    | afternoon         | 0,41                         |
| EE-treated | 651      | 0    | afternoon         | 0,74                         |
| Control    | 470      | 6    | morning           | 0,43                         |
| Control    | 471      | 6    | morning           | 0,39                         |
| Control    | 472      | 6    | morning           | 0,44                         |
| Control    | 474      | 6    | morning           | 0,30                         |
| Control    | 476      | 6    | morning           | 0,66                         |
| Control    | 477      | 6    | morning           | 0,30                         |
| Control    | 645      | 6    | morning           | 0,30                         |
| Control    | 647      | 6    | morning           | 0,30                         |
| Control    | 650      | 6    | morning           | 0,54                         |
| EE-treated | 468      | 6    | morning           | 0,49                         |

|            |     |    |           |      |
|------------|-----|----|-----------|------|
| Control    | 474 | 12 | afternoon | 0,3  |
| Control    | 476 | 12 | afternoon | 0,37 |
| Control    | 477 | 12 | afternoon | 0,30 |
| Control    | 645 | 12 | afternoon | 0,62 |
| Control    | 647 | 12 | afternoon | 0,33 |
| Control    | 650 | 12 | afternoon | 0,63 |
| EE-treated | 468 | 12 | afternoon | 1,31 |
| EE-treated | 469 | 12 | afternoon | 0,54 |
| EE-treated | 473 | 12 | afternoon | 2,07 |
| EE-treated | 475 | 12 | afternoon | 0,78 |
| EE-treated | 642 | 12 | afternoon | 0,31 |
| EE-treated | 643 | 12 | afternoon | 0,86 |
| EE-treated | 646 | 12 | afternoon | 0,31 |
| EE-treated | 648 | 12 | afternoon | 0,29 |
| EE-treated | 649 | 12 | afternoon | 0,6  |
| EE-treated | 651 | 12 | afternoon | 0,32 |

How the deposited data were processed for this re-analysis (not part of the article)

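Whole venous blood of 19 horses was taken after 12 weeks of treatment, 9 horses in the control group and 10 in the EE-treated group, and the RNA of each horse was hybridised to 1 array. The authors scanned the arrays and processed the images with the Feature Extraction software, and deposited for each array the intensity of each spot after background correction, together with marks for outliers, saturation and signal above background. The authors also deposited a table of log2 values of the same arrays. Set against the scanner files, these log2 values equalled the processed signal, raised to a floor of 10 and scaled to a 75th percentile of 500, within 0.0012 on the log2 scale on all 19 arrays. The floor was therefore set before scaling and lay between 2.62 and 3.85 on the log2 scale, and 31.5% to 41.1% of the probes of an array were at it.

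The values given here start from the processed signal of the 43803 non-control spots, scaled per array to a 75th percentile of 500 and taken to log2, with outlier spots left out and the spots of a probe averaged. The groups were compared over 43384 probes with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), without covariates, at the thresholds of the paper: unadjusted p under 0.001 or 0.005 and a ratio of at least 1.2 or at most 0.8. Adjusted p-values are from the Benjamini-Hochberg method over all probes. Correlations were computed in Python 3.11.15 with scipy 1.17.1. No build of a horse genome is named in the files, and no coordinates are given. The reference table of the assembly TB-T2T was used for names only, and it named 1781 of the 3275 probes with a RefSeq accession. The 407 probes of Tables S1 and S2 took their symbols from these tables, and probes with the same transcript name took the same symbol.

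The sample labels gave the group and the horse, and Appendix S3 lists the same 19 horses by group, with 0 differences from the labels. On simulated arrays for EE against control, with 43232 probes of which 200 were changed, limma called 88% of the changed probes at the stricter threshold, and 169 changed and 10 unchanged probes at an adjusted p under 0.05. The simulated differences were larger than most of those in Table S2, and the noise was drawn for each probe separately. The 88% is therefore not the power of this study. The number of arrays limits the precision, and 61.2% to 69.6% of the spots of an array were well above background.

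The genes named in the text were set by a rule before the data were examined: the 5 probes with the smallest p in each direction that have a name and are well above background on every array of a group, the 3 probes with the smallest p on each side of Table S1, the 3 with the largest and the 3 with the smallest fold change in Table S2, the mismatch repair and TGF-β genes of Table S2, the transcription factors named in the paper with members of the families it names, and Y-linked genes. Of the factors and family members only FOS, taken here as a member of the AP1 family that the paper names, could be named on the arrays, and of the Y-linked genes 0 could be. Of 19 gene lists written before the data were examined, 6 had at least 3 genes named through a RefSeq accession (interferon, proinflammatory, TGF-β, apoptosis, T cell and erythroid genes), and none reached 80% of its genes. Symbols from Tables S1 and S2 were kept out of the list tests, since those tables were chosen on the same arrays. The lists were tested with limma's camera on gene means.

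The alternatives fixed before the data were examined were quantile normalization, centring on the median, a filter on dim probes, keeping outlier spots, slide as a block, sex as a covariate, the random-variance t-test of the methods (a variance prior fitted by maximum likelihood), the log2 values deposited by the authors, other size limits, other list tests, and each horse left out in turn. The TELiS, oPOSSUM and Ingenuity analyses of the paper were not repeated here, and the behavioural, personality and learning data were not analysed here.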

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

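The test of other splits by sex was chosen after the number of probes that differ between males and females had been seen.

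In 3 of the 60 groups of named probes, a single horse lay apart from the rest of its group, and chance alone gives about 5% of groups. For EXO1, EE-treated horse 643 lay at 5.46 against 3.97 to 4.74 in the other EE-treated horses, a gap of 0.486 of the range. For MAPK3, control horse 476 lay at 6.85 against 6.28 to 6.52 in the other control horses, a gap of 0.581 of the range. For ZNF771, EE-treated horse 649 lay at 5.96 against 6.38 to 6.56, a gap of 0.704 of the range. Neither a technical nor a biological explanation was tested for these single horses, and each stays open.

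Between males and females, which the paper did not compare on the arrays, 23 probes passed an adjusted p under 0.05 in limma with treatment in the fit, 16 higher in males and 7 higher in females. The probe with the smallest adjusted p (3.62e-17) had a mean log2 signal of 8.38 in males and 0.52 in females, and all 10 males lay above every female. Of 100 splits of the horses by sex, the real one included, 1 gave as many probes, so that chance was excluded. The files pair none of the 23 probes with a gene name, so Y-linked genes could not be used as a check of the labels. Sex is a biological difference that the design names, and no technical explanation was tested for it.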

How the results depend on the processing

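The alternatives of background correction on the median signal, brightness as a covariate, the arrays of scan 1 alone and names from Tables S1 and S2 were chosen after seeing the data. Normexp on the mean signal was planned and not run, because the files used here hold no mean signal. The normexp fit on the median signal added an offset of 50, which by itself shrinks log2 differences at low signals. On the median signal, 23 spots on 4 EE arrays with a very bright local background made the normexp fit fail (168 probes at the stricter threshold and a median difference of 0.86 over all probes). They were left out, after which 177 probes passed and the median difference was 0.14. No paired analysis was possible because no horse number occurs in both groups.

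At the stricter threshold, 194 probes passed, and under the alternatives set beforehand, apart from leaving out horses, between 166 (sex as a covariate) and 233 (quantile normalization) did. Of the 194 probes, 162 remained under quantile normalization, 127 with slide as a block and 125 with sex as a covariate. With normexp on the median signal 84 remained, and on the 16 arrays of scan 1 alone 95 of them, with fewer horses in the fit. With the brightness of the array as a covariate, the counts were 125 at the stricter and 457 at the wider threshold, and the cause was not tested. With each horse left out in turn, the count lay between 106 (without control horse 645) and 287 (without control horse 471) at the stricter threshold (121 without control horse 477), and between 501 (without control horse 477) and 1039 (without control horse 471) at the wider one. The share of called probes higher in EE, 58.8% at the stricter threshold, was 79.7% with normexp on the median signal, with 141 probes higher in EE and 36 higher in control. It was 43.8% without control horse 470. At the wider threshold it was 64.6%, against 83.5% with normexp (527 and 104 probes) and 48.8% without control horse 470 (314 higher in EE and 330 higher in control).

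No probe passed an adjusted p under 0.05 in limma (0 probes, with 5068 at an unadjusted p under 0.05). With the filter on dim probes 2 did, and with normexp on the median signal 3 did. The filter tests fewer probes and also changed the standard errors. With each horse left out, between 0 and 3 did, with 3 without control horse 650 and 1 without control horse 472. The cause was not tested for the filter or for normexp. The direction of the 400 probes of Table S2 was opposite to the heading of the table for 400 probes, and for 395 under normexp, 399 with the deposited log2 values, on scan 1 and among the 399 tested with the filter on dim probes, and 399 to 400 with each horse left out.

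Of the lists, 1 passed an adjusted p under 0.05 in camera with the preset correlation, the interferon list. With fry and with camera's estimated correlation 0 did. With the deposited log2 values 2 did, and with names from Tables S1 and S2 3 did, but these names were chosen on the same arrays. Those 3 were the cell cycle, interferon and mismatch repair lists, each lower in EE-treated horses. With each horse left out, 1 to 2 lists passed, the second being apoptosis without EE-treated horse 649 or 643. The cause was not tested.

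For the interaction of sex and treatment, 0 probes passed an adjusted p under 0.05 in limma (1323 at an unadjusted p under 0.05) and 3 did under quantile normalization, and the cause was not tested. For the relation with morning cortisol, r was 0.24 over all horses, 0.476 within the EE-treated group (permutation p = 0.155) and -0.092 within the control group (exact permutation p = 0.84), and the cause was not tested.

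Of the 30 named probes, 29 kept one direction under every setting run, and 21 stayed at an unadjusted p under 0.005 under every setting chosen beforehand. With normexp on the median signal, 10 of the 28 named probes past an unadjusted p of 0.005 in limma were no longer past it, and 9 of the 28 kept less than 50% of their log2 difference. Those of ATP6V0A4, HAVCR1 and EXO1 were -0.076, -0.064 and -0.058. These probes have low signals, where the normexp offset of 50 by itself shrinks a log2 difference. How much of the loss came from the background correction was not tested. FOS, which did not differ between the groups, changed direction with sex as a covariate (0.041), with brightness as a covariate (0.017) and with some horses left out (between -0.147 and 0.045, the latter without control horse 470). Signal over background limits the dim probes: 65.6% of all probes were well above background on at least 50% of the arrays of a group.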

Differences from the paper's values

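At the stricter threshold, 194 probes passed, against the paper's 115 genes, and 114 of them were higher in EE-treated horses, against the paper's 61. Of the alternatives set before the data were examined, sex as a covariate came within 1.5 times of the paper for both, with 166 and 90 probes. Leaving out a single horse brought the total within 1.5 times for 11 of the horses, and the number higher in EE for 12. With brightness as a covariate, chosen after seeing the values, 125 probes passed, 67 of them higher in EE, also within 1.5 times. The arrays of scan 1 alone, chosen after seeing the data too, came within 1.5 times for the total (163 probes). They fell just outside it for the number higher in EE (92). Normexp on the median signal came within it for neither (177 and 141). Quantile normalization, centring on the median, the filter on dim probes, keeping outlier spots, slide as a block, the random-variance test and the deposited log2 values did not. The paper counts genes and the values here count probes. A closer count did not mean a closer list. Of the 115 probes of Table S1, 57 had an unadjusted p under 0.001 in limma with sex in the fit. With brightness in the fit 43 did, against 82 without covariates.

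At the wider threshold, 789 probes passed, against the paper's 400 genes, with 510 higher in EE-treated horses against the paper's 245 and 279 higher in control horses against the paper's 155. Of the alternatives set before the data were examined, only leaving out single horses came within 1.5 times of the paper: 4 horses for the total (control horses 476, 477 and 645 and EE-treated horse 648), 7 for the number higher in EE and 4 for the number higher in control. Quantile normalization, centring on the median, the filter on dim probes, keeping outlier spots, slide as a block, sex as a covariate, the random-variance test and the deposited log2 values did not. Of those chosen after seeing the values, brightness as a covariate did for all 3 (457, 250 and 207 probes), and normexp on the median signal for the number higher in control (104). With brightness in the fit, 198 of the 400 probes of Table S2 had an unadjusted p under 0.005 in limma, against 343 without covariates.

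The Benjamini-Hochberg false discovery rate at an unadjusted p of 0.001 was 22.0% in limma, against the paper's bound of 5%. The rate itself was not computed under the alternatives. Among those that tested all 43384 probes, between 107 (without control horse 645) and 288 (without control horse 471) probes had such a p. About 43 are expected by chance, so the rate stayed above 5% in these fits.

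The text of the paper and the heading of Tables S1 and S2 give opposite directions. The heading gives enriched over control, while on the arrays 400 of the 400 probes of Table S2 went the other way. The listed fold of USP18 is the paper's 2.92, and the ratio of control over EE on the arrays was 2.92. The counts of the text, with more genes higher in EE, have the direction of the arrays.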

Other observations

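The tests of sex, slide and scan, signal near background and the floor, the count of splits for the adjusted p and for the smallest p of the lists, and brightness as a covariate, were chosen after the counts or the data had been seen, and so was the reading of the brightness and weak-signal values.

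Of 100 splits of the horses into 9 and 10, the real one included, 3 gave as many probes as the real split at the stricter threshold and 2 at the wider one, so chance was excluded at 0.05 for these counts. At an adjusted p under 0.05 the real count was 0, which all 100 of 100 splits reach whatever the data, so that this comparison says nothing about chance. For the interaction of sex and treatment, 11 probes passed at the stricter threshold, and 88 of 100 splits gave as many, so that chance could not be excluded.

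The drawn split with the most probes (3127 at the stricter threshold, 4615 at an adjusted p under 0.05) was correlated with the brightness of the arrays before scaling (Pearson r = 0.648 between group and log2 brightness), while the real split had r = -0.30. With treatment in the fit, 256 probes went with brightness at an adjusted p under 0.05. With brightness in the fit, 125 probes passed the stricter threshold. Of the 194 called probes 96 remained and 98 left it, just over 50%. Leaving out a single horse kept between 101 (without control horse 645) and 159 (without control horse 471) of the 194, with a median of 126. Those fits have fewer horses. Sex as a covariate, on all 19 arrays, kept 125, more than brightness did. Whether brightness contributed to the calls stays open.

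The position of the array on the slide nearly follows the groups and cannot be told apart from EE. The EE-treated horse at a position of the control horses lay at 0.934 of the way from the control mean to the mean of the other EE-treated horses, as a median over probes called without it, but it is a single array and decides nothing. Within the groups, 16 probes passed the stricter threshold between positions 1 and 3 (EE-treated horses) and 17 between positions 2 and 4 (control horses), but neither comparison is between the positions that separate the groups. Of the 194 probes, 125 remained with sex in the fit, and 127 with slide as a block, which argues against sex and against slide and scan as the whole source. Weak signal stays open. Of the 194 probes, 171 were well above background on at least 50% of the arrays of a group and remained among such probes. With normexp on the median signal 84 remained, but its offset by itself shrinks differences at low signals, so this count decides nothing. On scan 1 alone, with 16 arrays, 95 remained. A shift in the mix of white blood cells stays open: the lists of T cell and erythroid genes had 3 named genes each, both with an adjusted p of 0.853, and the other cell types had fewer.

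The interferon list had 7 of its 28 genes named. All 7 were lower in EE-treated horses (6 of 7 with the deposited log2 values, with normexp on the median signal, with brightness in the fit, on scan 1 alone, with the brightest probe per gene, and without 1 horse for 7 of the horses left out in turn), with a median log2 difference of -0.64 (adjusted p = 2.16e-05 in camera with the preset correlation). With each horse left out, the median lay between -0.79 (without control horse 477) and -0.42 (without control horse 476). With fry the adjusted p was 0.103 and with camera's estimated correlation 0.108, and 37 of 100 splits put at least 1 of the 6 lists past the threshold, so chance could not be excluded for the number of lists. The interferon list was singled out after its result was seen. In 3 of 100 splits at least 1 of the 6 lists had a camera p as small. The interferon list itself had a mean difference as large in size in 3, but in 7 it had a median as large in size and in 46 an unadjusted camera p under 0.05. Chance was thus excluded at 0.05 by the smallest camera p but not by the median, fry or the estimated correlation, and it is not settled for this list. Of the 17 probes of these genes, 0 passed an adjusted p under 0.05 in limma, both adjusted over the list alone and over all probes, and 9 had an unadjusted p under 0.05. None of the 7 genes is in Tables S1 and S2 (0 of 7). A hypothesis of lower interferon activity in EE-treated horses may be worth a test on other horses, and cell mix and position stay open as technical explanations. With brightness in the fit, the median was -0.52 and the adjusted p 0.000125 in camera with the preset correlation. For this list that test gave an unadjusted p under 0.05 in 46 of 100 splits. Fry, the estimated correlation and the splits were not run with brightness in the fit, so brightness stays open too. Over all alternatives for this list the adjusted p lay between 4.11e-08 (normexp) and 0.108. Of the other lists, the adjusted p was 0.0753 for apoptosis (4 genes), 0.853 for TGF-β (6 genes) and 0.853 for proinflammatory genes (6 genes).

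In the log2 values deposited by the authors, the median over all probes was 0.14 higher in EE than in control. Over the 24090 probes never at the floor it was 0.0064, and over the 9815 probes at the floor on every array 0.19. The last value follows from the floor, which was set before scaling. The scanner values, which have no floor, had a median of 0.064 over all probes and 0.0089 over the probes well above background. The shift was thus small among the brighter probes in both sets of values. No spread was computed for these medians, so whether the floor is the whole source of the shift stays open.

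A relation between glucocorticoid genes and salivary cortisol at week 12 could not be tested as planned, since 2 of the 11 genes of the list were named (DDIT4 and IL1R2). Over these, Pearson r was 0.24 in the morning (18 horses, permutation p = 0.328, two-sided) and 0.16 in the afternoon (19 horses, permutation p = 0.508), with an adjusted p of 0.508 over the 2 times of day for both. Spearman's rho was 0.30 (permutation p = 0.224) and 0.26 (permutation p = 0.289), with an adjusted p of 0.289 for both. Without the 2 horses farthest from the median cortisol, r was 0.09 in the morning and 0.44 in the afternoon.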
